# Misregulation of Nucleoporins 98 and 96 leads to defects in protein synthesis that promote hallmarks of tumorigenesis

**DOI:** 10.1242/dmm.049234

**Published:** 2022-03-16

**Authors:** Ajai J. Pulianmackal, Kiriaki Kanakousaki, Kerry Flegel, Olga G. Grushko, Ella Gourley, Emily Rozich, Laura A. Buttitta

**Keywords:** *Drosophila* wing, Nuclear pore complex, Ribosome biogenesis, JNK signaling, Apoptosis, Compensatory proliferation

## Abstract

Nucleoporin 98KD (Nup98) is a promiscuous translocation partner in hematological malignancies. Most disease models of Nup98 translocations involve ectopic expression of the fusion protein under study, leaving the endogenous *Nup98* loci unperturbed. Overlooked in these approaches is the loss of one copy of normal Nup98 in addition to the loss of Nup96 – a second Nucleoporin encoded within the same mRNA and reading frame as Nup98 – in translocations. Nup98 and Nup96 are also mutated in a number of other cancers, suggesting that their disruption is not limited to blood cancers. We found that reducing Nup98-96 function in *Drosophila melanogaster* (in which the Nup98-96 shared mRNA and reading frame is conserved) de-regulates the cell cycle. We found evidence of overproliferation in tissues with reduced Nup98-96, counteracted by elevated apoptosis and aberrant signaling associated with chronic wounding. Reducing Nup98-96 function led to defects in protein synthesis that triggered JNK signaling and contributed to hallmarks of tumorigenesis when apoptosis was inhibited. We suggest that partial loss of Nup98-96 function in translocations could de-regulate protein synthesis, leading to signaling that cooperates with other mutations to promote tumorigenesis.

## Abstract (precis)

**Editor's choice:** Compromising Nucleoporins 98 and 96 leads to defects in protein synthesis and stress signaling via JNK that triggers compensatory and apoptosis-induced proliferation.

## INTRODUCTION

Communication between the nucleus and cytoplasm occurs through nuclear pore complexes (NPCs), which are composed of highly conserved proteins termed Nucleoporins (Nups). Mutations in several Nups are associated with cancer, including loss-of-function mutations and translocations (Simon and Rout, 2014). Of the Nups associated with translocations, Nup98 is the most promiscuous (Lam and Aplan, 2001; Simon and Rout, 2014).

Nup98 function has been difficult to examine because the gene locus for Nup98 encodes two essential Nups, Nup98 and Nup96, which derive from an autocatalytic cleavage of a larger Nup98-96 polypeptide with Nup98 located at the amino terminus (Fontoura et al., 1999; Rosenblum and Blobel, 1999). However, a shorter *Nup98*-only transcript is also produced by the locus via alternative splicing (Fontoura et al., 1999). Nup98 is a peripheral Nup, found in nuclear pores and in the nucleoplasm (Griffis et al., 2002). It contains Phenylalanine-Glycine (FG) and GLFG repeats in its N-terminal region that allow Nup98 to interact with different nuclear transport receptors (Bachi et al., 2000; Moroianu et al., 1995) during nucleocytoplasmic shuttling, and it has a role in regulating gene transcription (Capelson et al., 2010; Kalverda et al., 2010). In contrast, Nup96 is a core scaffold protein; it is stably localized at the NPC and is part of the core Nup107-160 complex (Walther et al., 2003).

All Nup98 chromosomal translocations that have been observed have a breakpoint in the 3′ end of the Nup98 portion, disrupting the Nup98 coding region located upstream of Nup96 (Xu and Powers, 2009). Thus, Nup98 translocations result in fusions of the N-terminal region of Nup98 with the C-terminal region of a partner gene, which varies (Simon and Rout, 2014). This almost certainly disrupts the expression of Nup96 as well, which requires Nup98-dependent autocatalytic processing from the Nup98-96 precursor protein to be properly localized and functional (Fontoura et al., 1999; Rosenblum and Blobel, 1999).

Although most of the attention on Nup98 translocations in cancer has focused on overexpressing the fusion partners, there is increasing evidence that the disruption of endogenous Nup98 and/or Nup96 may contribute to enhanced proliferation that could cooperate with other oncogenic mutations. Mice carrying a stop codon knocked into the 3′ end of the Nup98 portion of the shared *Nup98-96* transcript have been used to examine loss of Nup96 function in the presence of intact Nup98 protein (Faria et al., 2006). Loss of one copy of Nup96 in the mouse leads to mildly enhanced proliferation of T-cells, supporting a potential role for Nup96 as a haplo-insufficient tumor suppressor (Chakraborty et al., 2008), but *Nup96*^+/−^ mice do not appear to exhibit cell cycle deregulation in other tissues or develop cancer (Faria et al., 2006). Conversely, an engineered allele generating loss of one copy of *Nup98* in the mouse, but with Nup96 protein expression remaining intact, cooperates with loss of the nuclear export cofactor Rae1 to increase aneuploidy (Jeganathan et al., 2005), but *Nup98*^+/−^ mice have not been reported to develop cancer, nor to exhibit cell cycle de-regulation on their own (Wu et al., 2001). Studies of *Nup98* and *Nup96* homozygous mutants have been severely limited by the very early embryonic lethality caused the by loss of each Nup (Faria et al., 2006; Wu et al., 2001), and compound mutants have not been reported. Using a small interfering RNA (siRNA) knockdown approach to selectively target Nup98 in human cells revealed a role for Nup98 in p53-dependent induction of the Cdk inhibitor p21 in response to DNA damage, consistent with a tumor-suppressor function for Nup98 (Singer et al., 2012).

Work in *Drosophila* revealed an unexpected off-pore role for Nup98 in modulating the expression of several cell cycle genes (Capelson et al., 2010; Kalverda et al., 2010). Loss of Nup98-96 function in *Drosophila* is lethal and pleiotropic. Flies homozygous for an allele with a stop codon predicted to generate a truncated Nup98 and eliminate Nup96 die prior to metamorphosis (Parrott et al., 2011; Presgraves et al., 2003). A *Nup98-96* allele disrupted by a transposon insertion in the fourth exon of *Nup98*, predicted to disrupt splicing, exhibits germline-specific defects in stem cell proliferation and differentiation (Parrott et al., 2011). Low-level constitutive depletion of Nup98-96 by RNA interference (RNAi) in adult flies impacts expression of anti-viral genes (Panda et al., 2014), while acute inhibition of Nup98-96 in imaginal discs leads to misregulation of Hox gene expression (Pascual-Garcia et al., 2014). Consistent with pleiotropic effects, the knockdown of Nup98-96 by RNAi has emerged in a number of screens in *Drosophila*, revealing roles in nuclear translocation of specific proteins (Dopie et al., 2015; Kristo et al., 2017), and blood progenitor proliferation and differentiation (Mondal et al., 2014).

Human *NUP98-96* (also known as *NUP98*) is located near a known imprinted tumor-suppressor region in the genome (Joyce and Schofield, 1998), which could be significant as loss of heterozygosity via mutation or epigenetic modifications for the remaining *NUP98-96* locus may occur in cancers exhibiting translocations. We are not aware of any information reported to date about the expression levels from the non-translocated *NUP98-96* gene in these diseases. We simultaneously inhibited Nup98 and Nup96 in *Drosophila* using an *in vivo* RNAi knockdown approach and observed cell cycle de-regulation and cooperation with oncogenic mutations, consistent with a tumor-suppressor function for Nup98 and/or Nup96. Transgenes encoding Nup98 or Nup96 individually do not rescue this phenotype, while expression of a transgene encoding both does, suggesting that Nup98 and Nup96 play non-overlapping and potentially synergistic roles in cell cycle regulation.

Here, we show that that reducing Nup98-96 function via an RNAi approach in *Drosophila melanogaster* (in which the Nup98-96 shared mRNA and reading frame gene structure is conserved) de-regulates the cell cycle. We find evidence of overproliferation in Nup98-96-deficient tissues, counteracted by elevated apoptosis and aberrant JNK signaling associated with wound healing. When the knockdown of Nup98-96 is combined with inhibition of apoptosis, we see synergism leading to overgrowth consistent with a tumor-suppressor function for endogenous Nup98 and/or 96. We suggest that the loss of normal Nup98 and Nup96 function may de-regulate the cell cycle to cooperate with other mutations in cancer.

## RESULTS

### Loss of Nup98-96 disrupts G1 arrests and causes cell cycle de-regulation

We previously described an RNAi screen to identify genes that promote proper cell cycle exit in *Drosophila* eye (Flegel et al., 2016; Sun and Buttitta, 2015). Our initial screen used UAS-RNAi constructs from the Harvard TRiP RNAi collection, driven by the *Glass Multimer Repeats* (*GMR*) promoter-Gal4 with an E2F-responsive *PCNA-white* reporter transgene, which provides adult eye color as a readout of E2F and cell cycle activity (Bandura et al., 2013). This screen successfully identified genes that delay proper cell cycle exit by promoting a delay or bypass of G1 arrest, which directly or indirectly impacts E2F activity (Flegel et al., 2016; Sun and Buttitta, 2015). In this screen, we identified an RNAi line targeting the bi-cistronic *Nup98-96* transcript as a potential novel regulator of cell cycle exit in the *Drosophila* eye.

Cell cycle exit in the eye is normally completed by 24 h after puparium formation (APF). To confirm whether knockdown of *Nup98-96* delayed cell cycle exit in the pupa eye, we performed S-phase labeling via 5-ethynyl-2′-deoxyuridine (EdU) incorporation and examined an E2F transcriptional activity reporter *PCNA-GFP* in pupal eyes several hours after normal cell cycle exit. We confirmed that knockdown of *Nup98-96* delayed proper cell cycle exit in the pupa eye to between 28 h and 36 h APF (Fig. S1A). We also confirmed that the RNAi line identified in the screen knocked down endogenous Nup98-96 protein tagged with GFP and that re-expression of both exogenous *Nup98* and *Nup96* was required to rescue phenotypes due to *Nup98-96* bi-cistronic transcript knockdown (Fig. S1B,C). Neither exogenous *Nup98* nor *Nup96* alone was sufficient to rescue *Nup98-96* RNAi phenotypes, suggesting that both Nups contribute to the cell cycle exit defect.

We next examined whether knockdown of *Nup98-96* in the posterior wing using the driver *engrailed-Gal4* (*en-Gal4*) with a temperature-sensitive Gal80 (*en^TS^*) could delay cell cycle exit in the pupal wing, which also completes the final cell cycle by 24 h APF. We used *Gal80^TS^* to limit expression of the RNAi to pupal stages to avoid developmental delays and lethality, and an RNAi to the eye pigment gene *white* (*white^RNAi^*), which has no effect on cell cycle exit served as a negative control (Flegel et al., 2016). Labeling S phases with EdU incorporation from 26 h to 28 h APF and mitoses using anti-phosphorylated Ser10-Histone H3 (PH3) antibody revealed that knockdown of *Nup98-96* delayed cell cycle exit in the wing until 28-30 h APF (Fig. 1A-D′).

**Fig. 1.**
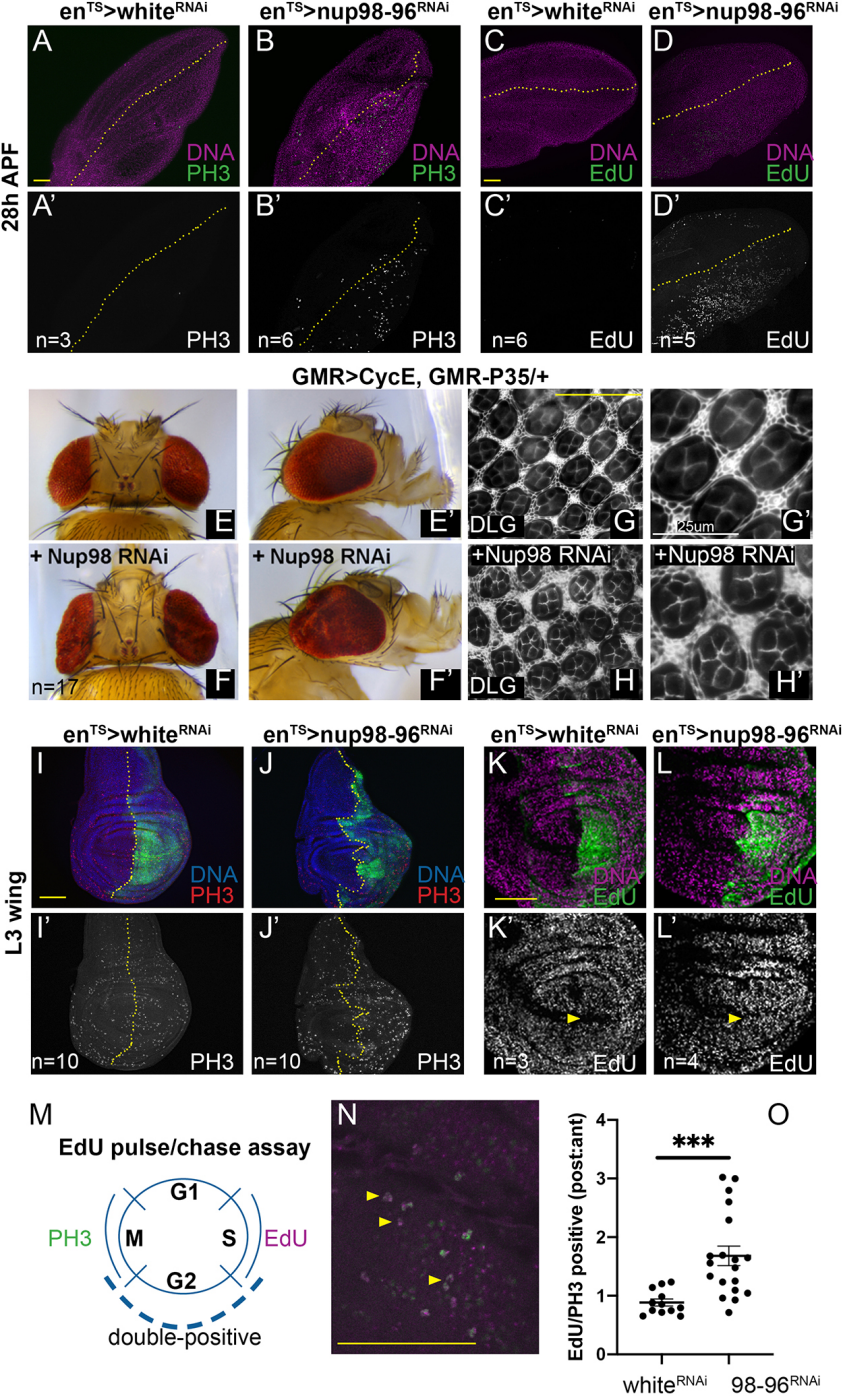
**Inhibition of Nup98-96 leads to G1 bypass and cell cycle de-regulation.** (A-D′) Using *engrailed*-*Gal4* modified with a temperature-sensitive Gal80 (*en^TS^*), the indicated UAS-RNAis were expressed in the posterior wing disc from mid-L3 to 28 h after puparium formation (APF) at 28°C. The dotted lines indicate the pupal wing anterior–posterior (A-P) boundary. Panels are shown in single color in A′, B′, C′ and D′ and in similar panels in this and other figures. Nup98-96 inhibition increased the number of mitoses (indicated by phospho-Ser10 histone H3, PH3) and S phases [indicated by 5-ethynyl-2-deoxyuridine (EdU) labeling in the posterior wing], at stages when the wing is normally post-mitotic. (E,E′) Adult eyes from a heterozygous sensitized background expressing *UAS-cyclin E* (*CycE*) under the *GMR*-*Gal4* promoter and *GMR*-driven *P35* are shown. (F-H′) Adding in *UAS-Nup98-96* RNAi enhanced eye size and folding (F,F′), and increased the number of cone cells and interommatidial cells, as shown by staining for the septate junction protein Discs large (Dlg; also known as Dlg1) (G-H′). (I-L′) Using *en^TS^*, the indicated *UAS*-RNAis were expressed in the posterior wing disc for 72 h prior to dissection of wandering L3 larvae. The dotted lines indicate the A-P boundary. Nup98-96 inhibition increased the number of mitoses and S phases in the posterior wing disc. The EdU experiment was performed multiple times with 5, 10 or 20 min of EdU labeling. Data and number of replicates from 5 min of EdU labeling are shown. Yellow arrowheads in K′ and L′ indicate the posterior zone of non-proliferating cells (ZNC), which is normally G1 arrested, but undergoes S phases when Nup98-96 is knocked down. (M) An EdU pulse for 1 h followed by a 7 h chase and PH3 staining was used to label mid-L3 wing disc cells that progress from S to M phase in ∼8 h. This experiment was repeated three times, with intervals of 6, 7 and 8 h chase. (N) Examples of PH3 (green)/EdU (magenta) double-labeled cells are shown (yellow arrowheads). (O) Quantification of double-labeled cells in the posterior:anterior compartments normalizes for EdU incorporation in each disc and provides an indication of cell cycling speed differences between compartments. RNAi to Nup98-96 increased cycling speed in the posterior wing disc (***P<0.024; *t*-test with Welch's correction). Plots of individual biological replicates include mean±s.e.m. Yellow scale bars: 50 µm; white scale bar: 25 μm.

We have shown that delays in cell cycle exit accompanied by high E2F activity can result from slowing the final cell cycle, or by causing additional cell cycles (Flegel et al., 2016; Sun and Buttitta, 2015). To determine which is the case with knockdown of *Nup98-96*, we expressed *Nup98-96* RNAi in the eye, using a sensitized background with the *GMR*-Gal4 driver driving the G1-S Cyclin, Cyclin E (*CycE*) and the baculoviral apoptosis inhibitor *P35* (Hay et al., 1994). This sensitized background causes enlarged eyes and one to three extra cell cycles in the pupa eye prior to a robust cell cycle exit (Sun and Buttitta, 2015). The enlarged eyes of this sensitized background are visibly suppressed by factors that delay the cell cycle and enhanced by manipulations that cause extra cell cycles (Sun and Buttitta, 2015). Knockdown of *Nup98-96* effectively enhanced the eye overgrowth of this sensitized background and resulted in extra cone cells and extra interommatidial cells in the pupal eye, confirming that the delay of cell cycle exit was caused by additional cell cycles (Fig. 1E-H′).

We next examined proliferating larval wing discs to determine whether the effects of *Nup98-96* knockdown were specific to the pupa or also impacted earlier cell cycles. We used *en-Gal4/Gal80^TS^* to express *Nup98-96* RNAi in the posterior wing disc, labeled with GFP, for 72 h prior to dissection, and detected mitoses with PH3 or performed 5-10 min of EdU labeling for S phase immediately prior to fixation. We observed an increase in mitoses when *Nup98-96* was knocked down, accompanied by an increase in S-phase labeling (Fig. 1I-L′; Fig. S1F). Consistent with knockdown of *Nup98-96* leading to a bypass of a G1 cell cycle arrest, we also observed abundant S phases in the posterior zone of non-proliferating cells (ZNC) (Fig. 1K′,L′, yellow arrowheads), which are normally quiescent at this stage (Johnston and Edgar, 1998). Similar effects on larval wing disc proliferation were also observed using two independent *Nup98-96* RNAi lines from the Vienna *Drosophila* Resource Center (VDRC) collection (Fig. S1D).

Increased EdU and PH3 labeling at fixed time points can be due to increased proliferation or increased time spent in S and M phases, respectively. To examine whether S to M progression is altered when *Nup98-96* is knocked down, we performed an EdU pulse-chase assay combined with PH3 labeling in L3 larval wing discs. We fed larvae with food containing EdU for 1 h followed by a chase without EdU for 7 h. At the end of the chase, we fixed larval wing discs and stained for PH3 and scored the number of mitotic cells double positive for EdU and PH3 in the posterior versus anterior wing pouch for *white* RNAi versus *Nup98-96* RNAi discs. The posterior to anterior ratio of double-positive cells that transition from S to M phase in control *white* RNAi discs is ∼1, indicating similar cell cycle timing in the posterior and anterior wing disc of late L3 larvae (Mesquita et al., 2010). By contrast, the fraction of EdU-positive mitoses in the posterior compared to the anterior disc was increased when *Nup98-96* was knocked down in the posterior, suggesting that more of these cells are progressing from S to M within 7 h (Fig. 1M-O). An increased posterior to anterior ratio could indicate either an increase in proliferation rate in the posterior disc, or a non-autonomous decrease in the anterior (Mesquita et al., 2010). Indeed, the increased ratio of EdU-positive mitoses in the *Nup98-96* RNAi domain is, in part, due to a non-autonomous effect, resulting in fewer S-M transitions in 7 h in the anterior compartment with the *Nup98-96* knockdown (Fig. S1G). However, when we compare the fraction of EdU-positive mitoses in *Nup98-96* RNAi posterior discs to posterior *white* RNAi wings (an external control), we observe a ∼20% average increase in EdU^+^ mitoses, although it is not statistically significant. Altogether, we conclude that cells with *Nup98-96* knocked down proliferate faster than their neighbors and proliferate at rates similar to or slightly faster than control cells.

### *Nup98-96* knockdown results in apoptosis and activation of JNK signaling

Despite the increased proliferation and disruption of G1 arrest in the larval and pupal tissues, we noted that the posterior wing expressing *Nup98-96* RNAi was consistently smaller than normal, suggesting an increase in cell death (Fig. S1C). Indeed, knockdown of *Nup98-96* for 72 h dramatically increased apoptosis in the posterior wing disc, as measured by anti-cleaved Caspase 3 and anti-*Drosophila* Caspase 1 (DCP1) staining (Fig. 2A-B′; Fig. S2A-I″). The increased apoptosis and reduced size in the posterior disc could be fully rescued by exogenous expression of both *Nup98* and *Nup96* in the presence of *Nup98-96* RNAi (Fig. S1C, Fig. S2C,D). Expression of *Nup98-96* RNAi in the dorsal wing disc using *apterous-Gal4,Gal80^TS^* (*ap^TS^*) for 72 h also induced robust apoptosis, indicating that the effect was not specific to the posterior disc (Fig. S2E). We knocked down the initiator caspase Dronc or effector caspase Drice in an attempt to rescue the apoptotic cells, but neither fully suppressed the apoptotic response to *Nup98-96* knockdown (Fig. 2C,D), nor did co-expression of a dominant-negative form of p53 (Fig. S2F; Brodsky et al., 2000). We next co-expressed the baculoviral caspase inhibitor P35 with *Nup98-96* RNAi, which suppressed apoptosis (Fig. S2G-I) and resulted in dramatic wing disc overgrowth phenotypes, including folding of the epithelium and occasional duplication of wings (Fig. 2E,F). The overgrowth and duplication of wing tissues was reminiscent of a phenotype observed during wing damage and regeneration when JNK signaling is activated (Perez-Garijo et al., 2009; Schuster and Smith-Bolton, 2015; Verghese and Su, 2017; Worley et al., 2018). We therefore examined whether *Nup98-96* knockdown resulted in activation of JNK signaling by staining for phospho-JNK (pJNK) (Fig. 2G,H) and induction of the JNK signaling transcriptional target *puckered* (using a *puc-LacZ* expression reporter; Fig. S2J). Knockdown of *Nup98-96* for 72 h led to high levels of compartment-autonomous JNK signaling in the wing disc.

**Fig. 2.**
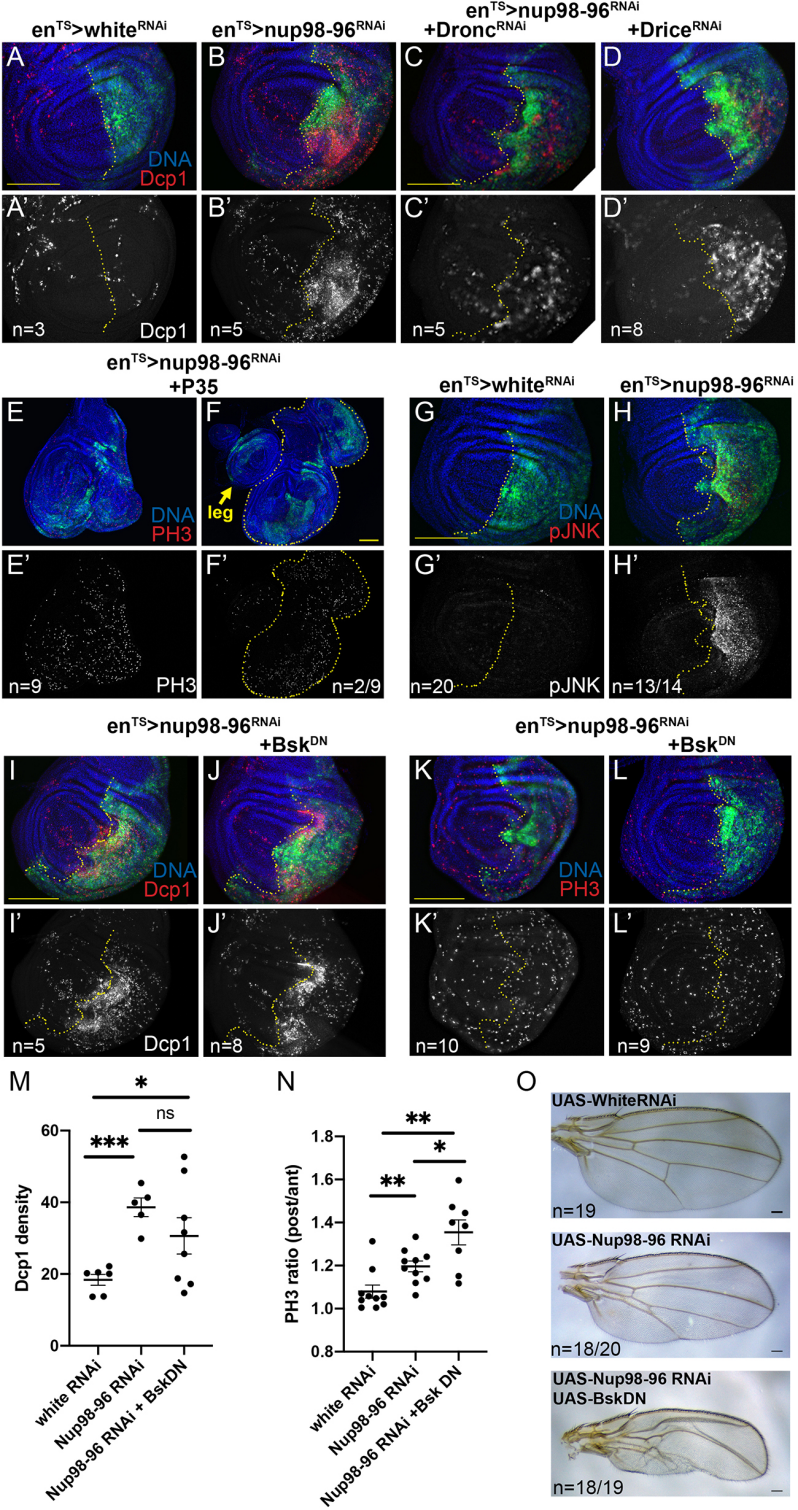
**Inhibition of Nup98-96 leads to cell death and compensatory proliferation.** (A-L′) Using *en^TS^*, the indicated *UAS*-RNAis were expressed in the posterior wing disc for 72 h prior to dissection of wandering L3 larvae (unless otherwise indicated). The dotted lines indicate the A-P boundary. (A-D′) Nup98-96 inhibition increased apoptosis in the posterior disc, as indicated by cleaved Death caspase-1 (DCP1). (E-F′) Co-expression of *UAS-P35* with *Nup98-96* RNAi led to tissue overgrowth (E,E′) and, by day 5, wing pouch duplication, outlined in yellow (F,F′). (G-H′) Nup-98-96 knockdown led to activation of JNK signaling as detected by phosphorylated JNK staining (pJNK). (I-N) Co-expression of a dominant-negative form of *Drosophila* JNK, *Basket* (*Bsk^DN^*) had variable effects on DCP1 staining and increased the ratio of PH3 labeling in posterior:anterior discs, although overall PH3 signal decreased with *Bsk^DN^* (Fig. S2) (ns, not significant; *P<0.05, **P<0.01, ***P<0.005; Welch's *t*-test comparisons). (O) Adult wings expressing the indicated transgenes with *en^TS^*. Co-expression of *Bsk^DN^* with *Nup98-96* RNAi severely reduced the size of the posterior wing. Plots of individual biological replicates include mean±s.e.m. Scale bars: 100 µm.

High JNK signaling can paradoxically lead to both proliferation and cell death in *Drosophila* tissues (Fogarty and Bergmann, 2017). We next tested whether inhibition of JNK signaling via a dominant-negative form of the *Drosophila* JNK, *Basket* (*Bsk^DN^*), could suppress the apoptotic and proliferative response to knockdown of *Nup98-96*. Co-expression of *Bsk^DN^* with *Nup98-96* RNAi had a complex effect on apoptosis in the wing, enhancing levels of apoptosis in some samples, while suppressing in others (Fig. 2I-J′,M). Unexpectedly, co-expression of *Bsk^DN^* with *Nup98-96* RNAi did not suppress the increased mitoses observed in posterior wings expressing *Nup98-96* RNAi, and even mildly enhanced the differences in mitotic labeling between anterior and posterior compartments (Fig. 2K-L′,N). Although, we noted an overall decrease in PH3 labeling across both compartments when *Bsk^DN^* was co-expressed in the posterior wing disc (Fig. S2K), suggesting that blocking JNK signaling reduced compensatory proliferation both autonomously and non-autonomously. The few adult wings that could be recovered with both *Nup98-96* RNAi and *Bsk^DN^* expression exhibited a more severely reduced posterior compartment than with *Nup98-96* RNAi alone (Fig. 2O). This suggests that activation of JNK signaling provides compensatory proliferation and may partially increase survival when *Nup98-96* is knocked down, consistent with previously described roles in wing damage and regeneration (Bergantinos et al., 2010; Herrera et al., 2013).

### *Nup98-96* knockdown leads to mispatterning and gene expression resembling a wound-healing and loser phenotype

The JNK signaling and overgrowth phenotypes caused by suppressing apoptosis during *Nup98-96* knockdown are reminiscent of a phenomenon called apoptosis-induced compensatory proliferation (AIP) (Fogarty and Bergmann, 2017), which can impact tissue patterning. As previously described for other JNK-driven *Drosophila* tumor models, we observed dramatic tissue folding and invasion behaviors at both the anterior–posterior (A-P) and dorsal–ventral (D-V) compartment boundaries when *Nup98-96* was inhibited in the presence of *P35* expression (Fig. S3A-C) (Muzzopappa et al., 2017). Therefore, we next investigated whether wing disc patterning is disrupted by *Nup98-96* knockdown, as previously shown in AIP.

We first examined Wg levels in discs expressing *Nup98-96* RNAi, because AIP and wing duplications have been associated with ectopic Wg (Baonza et al., 2000; Perez-Garijo et al., 2009; Verghese and Su, 2017; Worley et al., 2018). We found that knockdown of *Nup98-96* resulted in ectopic Wg in the dorsal wing hinge, and this effect was amplified in the presence of P35 (Fig. 3A-D′). We also observed ectopic phosphorylation of the transcription factor Mad (Fig. S3D), consistent with the previously described effect of AIP on Dpp signaling (Perez-Garijo et al., 2009; Pinal et al., 2018).

**Fig. 3.**
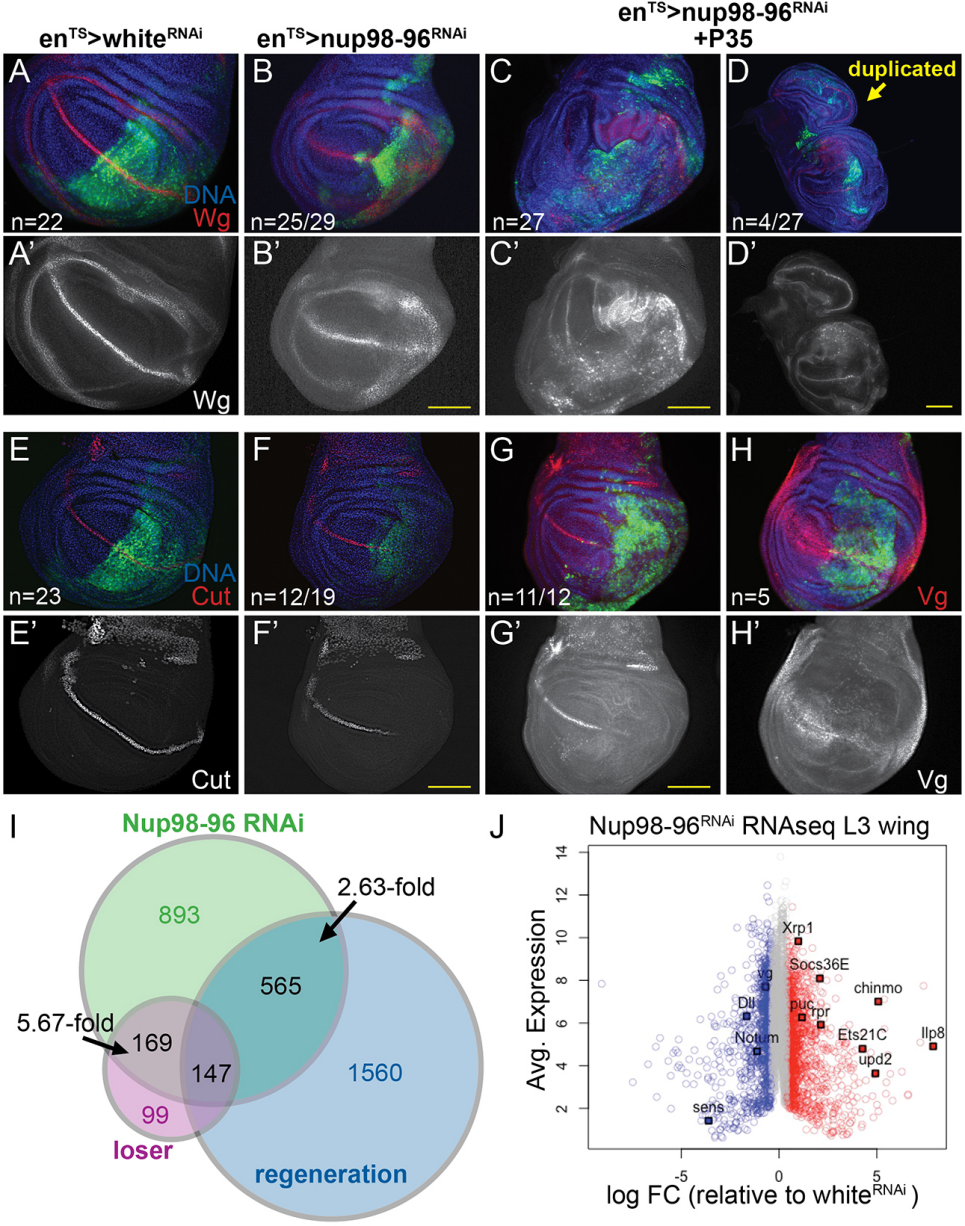
**Inhibition of Nup98-96 leads to mispatterning, gene expression changes associated with wounding and a ‘loser’ phenotype.** (A-H′) Using *en^TS^*, the indicated *UAS*-RNAis were expressed in the posterior wing disc for 72 h prior to dissection of wandering L3 larvae (unless otherwise indicated). Discs in C, D, G and H co-express P35 to block apoptosis and allow for tissue overgrowth. Samples in C and D were dissected after 5 days of *Nup98-96* RNAi+*P35* expression. (A-D′) Wg levels are disrupted at the dorsal–ventral (D-V) margin but increased at the dorsal hinge upon *Nup98-96* knockdown. The effect on Wg and wing disc overgrowth is enhanced by P35. (E-G′) Cut expression at the D-V margin is disrupted by *Nup98-96* knockdown, independent of P35 expression. (H,H′) Vestigial (Vg) is reduced when Nup98-96 is knocked down. (I,J) RNAseq was performed on dissected late L3 wing discs expressing *UAS-Nup98-96* or *white* RNAi for 72 h, driven by *apterous-*Gal4 with *tub-Gal80^TS^* (*ap^TS^*). (I) A comparison of the overlap of genes significantly altered by *Nup98-96* RNAi (0.5-log_2_fold or more) to previously published ‘wounding’ and ‘loser’ gene expression signatures in wings. The fold enrichment in the overlap of genes above that expected by chance is shown. (J) An M-A plot of the RNAseq data with significantly increased expression indicated in red and significantly decreased expression in blue. Genes in gray are not significantly altered. Scale bars: 100 µm.

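*sens*, which specifies sensory organ precursors at the wing margin, fell from 8.86 ± 1.10 to 0.274 ± 0.0837 CPM (SD, n = 3 each), a 32.6-fold difference (log2 fold change -5.03, standard error 0.25, adjusted p = 7.86e-06 from edgeR's quasi-likelihood test). *Dll* fell from 141 ± 0.790 to 44.3 ± 2.64 CPM (SD, n = 3 each), and *Notum*, a feedback inhibitor of Wingless signaling, fell from 37.0 ± 0.473 to 16.8 ± 1.45 CPM (SD, n = 3 each) and overlaps a microRNA gene. *vg*, the selector gene of wing identity, fell from 264 ± 13.4 to 163 ± 4.08 CPM (SD, n = 3 each), a log2 fold change of -0.70 (standard error 0.05, adjusted p = 2.44e-05 from the same test). Of 20 genes of wing pouch and margin patterning, 9 were lower and 3 were higher, with the same counts when adjusted over the list alone. *wg*, whose protein the paper stains, was written in this list but not matched to a gene, so that it has no value here. A difference in developmental stage between the groups, raised below for ecdysone response genes, was not told apart from a change in patterning. The paper labels *vg*, *Dll*, *Notum* and *sens* in Fig. 3J from these libraries, so that their directions are not independent evidence. It also stains the proteins of *ct* and *vg*, in other discs with the RNAi driven in the posterior compartment. Those stains show protein by region, and the values here are RNA of whole discs with the RNAi driven dorsally. Of the other 15 members 3 were higher and 4 were lower. Among the higher members were *fz3*, with a log2 fold change of 0.97, and *dpp*, with 0.54. The margin gene *ct* was lower with a log2 fold change of -0.51, and its call was lost with upper-quartile scaling (-0.47), library size only (-0.48) or voom on CPM after a filter on CPM (-0.49), and without control replicate 2 (-0.50), control replicate 3 (-0.49) or knockdown replicate 2 (-0.39). In edgeR's glmTreat against a log2 fold change of 0.5 the calls of *ct* and *dpp* were lost and 1 member was higher. The proapoptotic gene *rpr* rose from 28.4 ± 1.60 to 126 ± 5.24 CPM (SD, n = 3 each), and *Corp*, a target of p53, rose 5.37-fold. Of 11 apoptosis genes, 4 were higher, with the same counts when adjusted over the list alone, and none was lower by edgeR, DESeq2 or voom (1 with a negative log2 fold change at an unadjusted p under 0.05).

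**Figure D1:**
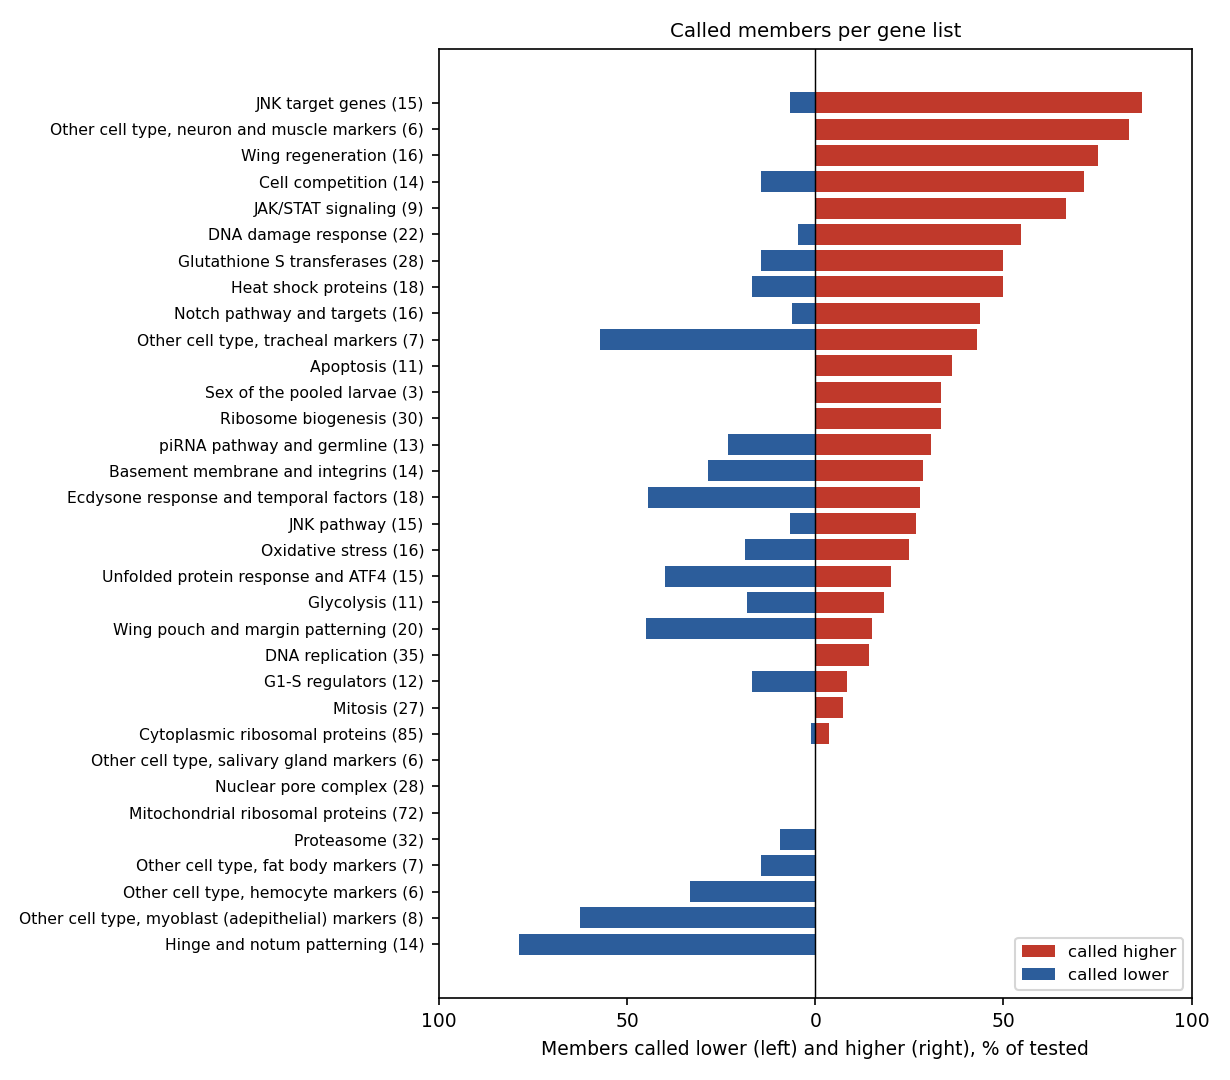
Share of tested members called higher (red, to the right) or lower (blue, to the left) in *Nup98-96* RNAi against *white* RNAi wing discs, for each gene list fixed before the data were examined that had at least 3 tested members. The number of tested members is in parentheses. Of 14 hinge and notum patterning genes, 11 were lower, and of 8 markers of myoblasts, 5 were lower.

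In all, 2109 of the 7942 genes tested were called, 1219 higher and 890 lower in knockdown discs. With no filter on low counts the number was 3169.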

Both Wg and Notch have been implicated in G1 arrest in the posterior ZNC (Duman-Scheel et al., 2004; Herranz et al., 2008). We therefore next examined the expression of two targets of Notch and Wg signaling: Cut, which is expressed in G1-arrested cells at the D-V boundary, and Vestigial (Vg), which is expressed in a broader domain of the pouch induced by longer-range Wg signaling (de Celis et al., 1996; Kim et al., 1996; Neumann and Cohen, 1997). We found that Cut expression at the D-V boundary was nearly eliminated when *Nup98-96* was knocked down, both with and without *P35* (Fig. 3E-G′). This suggests that Notch signaling at the D-V boundary is compromised when *Nup98-96* function is reduced. Vg, an important wing identity and growth regulator (Halder et al., 1998; Williams et al., 1991, 1993; Zecca and Struhl, 2010), was also dramatically reduced in the pouch upon *Nup98-96* knockdown (Fig. 3H,H′), suggesting that Wg released from the D-V boundary is also compromised. Notch and Wg have been suggested to regulate the ZNC cell cycle arrest via repression of dMyc (also known as Myc) expression, but we did not observe any effects of *Nup98-96* knockdown on dMyc levels in the ZNC. Interestingly, the downregulation of Vg was also observed in regenerating discs (Smith-Bolton et al., 2009), potentially due to the replacement of dying pouch cells with cells from the neighboring areas of the wing (Zecca and Struhl, 2010). Taken together, these data demonstrate that reduction of Nup98-96 function in the presence of P35 leads to AIP and wing mispatterning and cell identity changes associated with a chronic wounding and regeneration response.

Although high JNK signaling and AIP can explain many of the phenotypes we observe with *Nup98-96* knockdown, this does not reveal the proximal defect caused by loss of Nup98-96 function. To determine additional effects of *Nup98-96* knockdown on gene expression in the wing, we performed comparative gene expression analysis via RNA sequencing (RNAseq) to identify mRNAs increased or decreased upon *Nup98-96* RNAi compared to the control *white* RNAi for 72 h in late L3 wing discs (Table S1). 

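The target of the RNAi, *Nup98-96* (chromosome 3R of BDGP6, 23774225 to 23781621), was at 327 ± 9.86 CPM (SD, n = 3) in the control libraries and 311 ± 7.90 CPM (SD, n = 3) in the knockdown libraries, and was not called (log2 fold change -0.07, standard error 0.04, adjusted p = 0.118 from edgeR's quasi-likelihood test). Counts per gene do not separate reads of the RNAi hairpin from reads of the gene it targets. The paper reports that the RNAi line from its screen lowered GFP-tagged Nup98-96 protein, which is a measure of protein and not of RNA. The gene *w*, the target of the control RNAi, was at 544 ± 50.9 CPM (SD, n = 3) in the *white* RNAi libraries and 998 ± 119 CPM (SD, n = 3) in the *Nup98-96* RNAi libraries (log2 fold change 0.88, standard error 0.10, adjusted p = 0.000326 from the same test), and each *white* RNAi library lay below each *Nup98-96* RNAi library. Of 28 nuclear pore complex genes, none was higher by edgeR, DESeq2 or voom (4 with a positive log2 fold change at an unadjusted p under 0.05), and none was lower by edgeR, DESeq2 or voom (12 with a negative log2 fold change at an unadjusted p under 0.05).
The RNAi was driven in the dorsal compartment of the wing disc by *ap*-Gal4, held off by Gal80TS at 18°C for 4 days and released at 28°C for 72 h. Both groups also expressed P35, a baculovirus inhibitor of caspases. Each of the 3 libraries per group was made from polyadenylated RNA of 40 discs, so that RNA of the undriven ventral cells is part of every library. P-values measure the spread between these pools. The authors aligned the reads to BDGP6 with Rsubread and counted reads per gene with featureCounts. Counting was without strand, although the libraries are described as directional, so that reads of a gene and of an overlapping gene on the other strand cannot be told apart. The control libraries held 93428696, 97629770 and 110330112 counts and the knockdown libraries 70342787, 100205246 and 86766625 counts. Counts were scaled by TMM, genes of low expression were removed by a Jaccard similarity filter, and the 7942 genes left were tested with edgeR. A gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, and the other genes are described as not called. Values are TMM-normalized CPM. Control replicate 1 held 1476 CPM of *Lsp1beta*, a larval serum protein gene of the fat body that was chosen after its values were seen, and the other control libraries held 4.77 and 8.83 CPM.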

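*Ilp8*, which encodes a secreted peptide that delays pupariation when discs are damaged, rose from 1.63 ± 0.999 to 460.5 ± 19.3 CPM (SD, n = 3 each), 282-fold (log2 fold change 8.14, standard error 0.48, adjusted p = 1.46e-05 from edgeR's quasi-likelihood test). *chinmo*, a transcription factor gene of early larval stages, rose from 24.6 ± 14.6 to 748 ± 3.18 CPM (SD, n = 3 each), with 39.6, 23.5 and 10.6 CPM in the 3 control libraries. The genes of the JAK/STAT ligands rose together: *upd1* (chromosome X of BDGP6, 18305354 to 18309291) rose from 16.3 ± 0.424 to 171 ± 12.1 CPM (SD, n = 3 each), *upd2* rose from 1.80 ± 0.607 to 68.4 ± 7.92 CPM (SD, n = 3 each) and *upd3* rose from 1.69 ± 0.222 to 64.1 ± 4.93 CPM (SD, n = 3 each). *Socs36E*, a target and inhibitor of the pathway, rose 4.26-fold (log2 fold change 2.09, standard error 0.07, adjusted p = 1.21e-06 from the same test). Among targets of JNK, *puc*, the gene of the phosphatase that acts on JNK, rose 2.28-fold, the matrix metalloproteinase gene *Mmp1* rose 3.03-fold and *Ets21C* rose 18.3-fold (log2 fold change 4.20, and 4.83 without control replicate 3). *Ilp8*, *Mmp1*, *Ets21C* and the pathway gene *Traf4* overlap genes on the other strand.

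**Figure D2:**
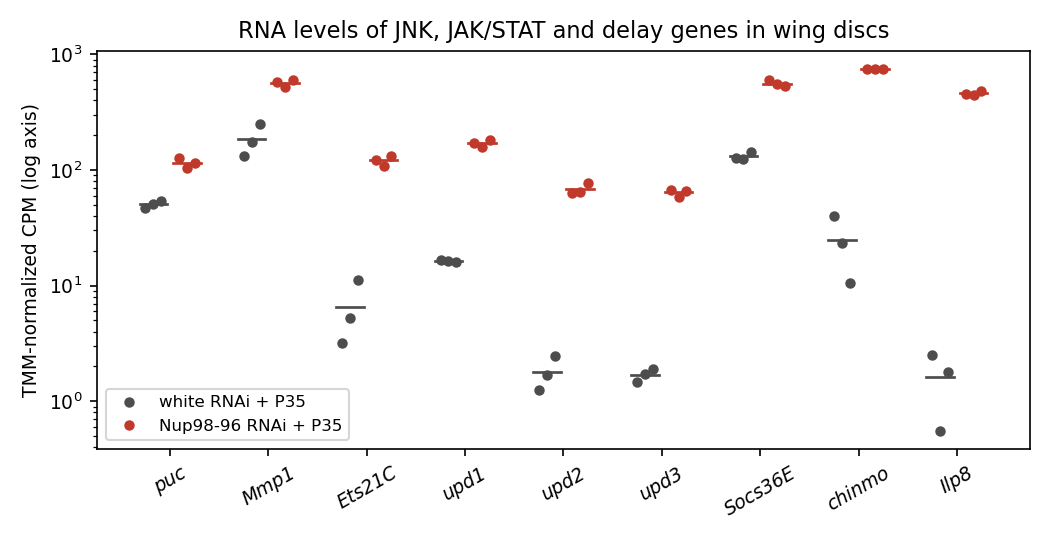
TMM-normalized CPM on a log axis of 9 genes in the 3 control libraries (grey) and the 3 knockdown libraries (red), with each group's mean as a bar. Every knockdown library lies above every control library for each gene, and the means of *Ilp8* are 1.63 and 460.5 CPM.

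Of 15 JNK target genes, 13 were higher and 1, the metalloproteinase inhibitor gene *Timp*, was lower, with the same counts when adjusted over the list alone. The paper names 7 of these genes from these libraries, which is not independent evidence, and of the other 8 members 6 were higher. Of 9 JAK/STAT genes, 6 were higher, with the same counts when adjusted over the list alone, and none was lower by edgeR, DESeq2 or voom (1 with a negative log2 fold change at an unadjusted p under 0.05). The paper names 4 of these 9 from these libraries, and of the other 5 members 2 were higher. *upd1*, *upd2* and *upd3* are members of both lists. In a camera test against the other genes, the JNK targets ranked higher at an adjusted p = 2.25e-05 and the JAK/STAT genes at an adjusted p = 0.00109, and neither call held with an estimated correlation (adjusted p = 0.399 for each). Of 15 components of the JNK pathway itself, 4 were higher, among them *Traf4* with a log2 fold change of 1.95, and 1, the receptor gene *wgn*, was lower with a log2 fold change of -1.06, with the same counts when adjusted over the list alone. Of 18 genes of the ecdysone response and of developmental timing, 5 were higher and 8 were lower, with the same counts when adjusted over the list alone. *ImpE2*, an ecdysone-induced gene, fell from 5433 ± 1487 to 9.85 ± 3.70 CPM (SD, n = 3 each), and *ftz-f1*, which overlaps a noncoding RNA gene, rose from 12.5 ± 7.92 to 107 ± 6.16 CPM (SD, n = 3 each), a log2 fold change of 3.10 that was 3.70 without control replicate 1.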

We observed the strong upregulation of many genes directly associated with JNK signaling (e.g. *puc*, *Mmp1*, *Ets21C*) (Kulshammer et al., 2015; McEwen and Peifer, 2005; Uhlirova and Bohmann, 2006), JAK/STAT signaling [*upd* (also known as *upd1*), *upd2*, *Socs36E*] (Amoyel et al., 2014) and developmental delays associated with wing damage and regeneration (*chinmo*, *Ilp8*) (Colombani et al., 2012; Garelli et al., 2012; Katsuyama et al., 2015; Narbonne-Reveau and Maurange, 2019). Consistent with the wing overgrowth phenotypes, several of the genes listed above have been shown to act in combination to promote tumorigenic overgrowth in flies (Toggweiler et al., 2016), and we see a striking overlap of about one-third of the genes changed upon *Nup98-96* RNAi with gene expression changes observed in a well-established invasive fly tumor model (507 of 1774 genes; Table S1) (Kulshammer et al., 2015).

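Among the genes with the highest log2 fold changes were *CG8620*, which rose from 0.136 ± 0.0468 to 61.7 ± 2.92 CPM (SD, n = 3 each), a log2 fold change of 8.83 (standard error 0.14, adjusted p = 8.80e-08 from edgeR's quasi-likelihood test), and *Ir40a*, an ionotropic receptor gene, which rose from 0.116 ± 0.0640 to 59.2 ± 1.80 CPM (SD, n = 3 each). In the authors' deposited table 1774 genes pass an adjusted p under 0.05 and an absolute log2 fold change of 0.5, 1019 higher and 755 lower. Of these, 1757 were also called here, all in the same direction, 17 were not, and 352 genes were called here and are outside these 1774. With voom run on CPM after a Jaccard filter on CPM, a setting chosen after the data were seen, 1673 genes were shared, 34 were called here alone and 101 in the authors' deposited table alone. The published tumor model profile was not analysed here.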

Consistent with increased proliferation, we also observed the upregulation of several DNA damage and replication genes regulated by E2F activity (*Orc1*, multiple DNA Polymerases, *spn-E*, *RnrL*, *RfC4*) (Buttitta et al., 2010; Dimova et al., 2003). However, we did not observe strong upregulation of other G1-S-promoting genes such as *dMyc* (1.52-fold change), *bantam*, *CycE* or *CycD*. 

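*RnrL*, the large subunit of ribonucleotide reductase, rose from 214 ± 22.6 to 424 ± 2.96 CPM (SD, n = 3 each), a log2 fold change of 0.99 (standard error 0.07, adjusted p = 4.05e-05 from edgeR's quasi-likelihood test). *RfC4*, a subunit of the clamp loader, rose 1.99-fold, *Orc1*, of the origin recognition complex, 1.62-fold, and *spn-E*, an RNA helicase gene, 2.99-fold. Of 15 tested DNA polymerase and primase genes, 4 were higher and 11 were not called. *PolZ2* rose 5.00-fold, *PolZ1* 2.64-fold, *PolH* 2.64-fold and *PolI* 1.64-fold, and *PolQ* had a log2 fold change of 0.07. Each of these 4 higher genes overlaps a gene on the other strand, as do *PolA1*, *PolD1* and *PolQ*. The catalytic subunits of the replicative polymerases were not called, with log2 fold changes of 0.20 for *PolA1*, 0.26 for *PolD1* and 0.04 for *PolE1*. Of 35 DNA replication genes, 5 were higher, *RPA1*, *RfC4*, *RnrL*, *Orc1* and *RPA2* (the last chosen after its values were seen), with the same counts when adjusted over the list alone, and none was lower by edgeR, DESeq2 or voom (1 with a negative log2 fold change at an unadjusted p under 0.05). The paper names *Orc1*, *RnrL* and *RfC4*, and DNA polymerases as a group, from these libraries, so that their directions are not independent evidence, and of the other 26 members 2 were higher. *RPA1*, the large subunit of the single-stranded DNA binding complex, rose from 175 ± 10.1 to 465 ± 10.4 CPM (SD, n = 3 each). In the camera test the list ranked above other genes at an adjusted p = 0.0164, and this was lost with an estimated correlation (adjusted p = 0.757). The groups overlapped in the list median of log2 CPM against the control mean. It was 0.135, 0.000196 and -0.131 in the control libraries and 0.129, 0.178 and 0.185 in the knockdown libraries. The median log2 fold change lay between 0.092 and 0.242 without a single library. With no minimum fold change 15 members were higher. Whether a difference in developmental stage between the groups, raised below for ecdysone response genes, contributes to these shifts was not tested. Of 27 mitosis genes, 2 were higher, *feo*, of the central spindle, with a log2 fold change of 0.81, and *cid*, the centromeric histone, with 0.56, with the same counts when adjusted over the list alone, and none was lower by edgeR, DESeq2 or voom (8 with a negative log2 fold change at an unadjusted p under 0.05). The call of *cid* was lost without control replicate 2 or 3 or knockdown replicate 2 or 3, which left 1 higher, and its log2 fold change without a single library was 0.43 to 0.69. In edgeR's glmTreat against a log2 fold change of 0.5 the calls of *Orc1* and *cid* were lost.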

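*Myc* rose from 187 ± 7.63 to 286 ± 19.1 CPM (SD, n = 3 each), which is 1.53-fold (log2 fold change 0.61, standard error 0.06, adjusted p = 0.000120 from edgeR's quasi-likelihood test). Its call was lost in edgeR's glmTreat against a log2 fold change of 0.5. *CycE* was at 86.0 ± 4.30 CPM in control and 65.0 ± 7.49 CPM in knockdown discs (SD, n = 3 each), a log2 fold change of -0.40 below the fold threshold, and *CycD* had a log2 fold change of -0.12. *Myc*, *CycE*, *Cdk4* and *E2f2* overlap genes on the other strand. The bantam microRNA gene *mir-ban* did not pass the filter on low counts. Of 12 regulators of the G1-S transition, 1 was higher (*Myc*) and 2 were lower, the kinase gene *Cdk4* with a log2 fold change of -0.60 and the repressor gene *E2f2* with -0.53, with the same counts when adjusted over the list alone. The paper names *Myc*, *CycE* and *CycD* from these libraries, and of the other 9 members 2 were lower. With upper-quartile scaling or in glmTreat 1 was lower, and the call of *E2f2* was lost. The mitotic cyclin genes *CycA* and *CycB* had log2 fold changes of -0.23 and -0.33.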

When we compared gene expression signatures globally, we found a strong overlap (2.63-fold more genes than expected by chance) with a wounding and regeneration gene expression signature (Khan et al., 2017; Table S2). 

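Of 16 genes with reported roles in damaged or regenerating wing discs, 12 were higher in knockdown discs, with the same counts when adjusted over the list alone, and none was lower by edgeR, DESeq2 or voom (1 with a negative log2 fold change at an unadjusted p under 0.05). The paper names 6 of these 16 genes from these libraries, which is not independent evidence, and of the other 10 members 6 were higher. *Ilp8*, *Mmp1*, *puc*, *upd3*, *Ets21C*, *Atf3*, *NLaz* and *Pvf1* are also in the list of JNK target genes, so that these lists are not separate evidence. Members not described above include *aspr* (log2 fold change 3.87, adjusted p = 1.53e-06 from edgeR's quasi-likelihood test), the bZip gene *Atf3* (log2 fold change 1.86) and *rgn*, named for regeneration (log2 fold change 1.33), all 3 chosen after their values were seen. *rgn* overlaps a gene on the other strand. The median log2 fold change of the list was 1.26. Its camera test gave an adjusted p = 0.000180, and the call was lost with an estimated correlation (adjusted p = 0.399). The published wounding signature itself was not analysed here.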

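*Xrp1*, a bZip transcription factor gene (chromosome 3R of BDGP6, 18914968 to 18926989), rose from 648 ± 32.1 to 1284 ± 11.4 CPM (SD, n = 3 each), a log2 fold change of 0.99 (standard error 0.04, adjusted p = 2.73e-06 from edgeR's quasi-likelihood test). The aldehyde oxidase gene *AOX1* rose from 0.992 ± 0.234 to 116 ± 14.9 CPM (SD, n = 3 each), a log2 fold change of 6.88. Of 28 glutathione S transferase genes, 14 were higher, 4 were lower and 10 were not called, with the same counts when adjusted over the list alone. *GstE6* rose from 2.79 ± 0.374 to 156 ± 5.61 CPM (SD, n = 3 each) and *GstD5* had a log2 fold change of 4.54. Genes of the *GstD* and *GstE* clusters are close copies between which reads may be split. The lower members were *GstZ2*, *GstO3*, *GstT3* and *GstS1*, with log2 fold changes of -2.69, -0.79, -0.70 and -0.67. The paper names this family from these libraries, and its counts are not independent evidence. Of 22 genes of the DNA damage response, 12 were higher, 1 was lower (*grp*, the Chk1 kinase gene) and 9 were not called, with the same counts when adjusted over the list alone. The paper names *spn-E* and, as a group, the DNA polymerases (here *PolZ1* and *PolQ*), and of the other 19 members 10 were higher and 1 was lower. *Irbp*, the Ku70 gene of end joining, rose 4.57-fold, and *nbs*, of the Mre11 complex, which overlaps a gene on the other strand, rose 3.73-fold. In the camera test the list ranked above other genes at an adjusted p = 0.000117, which was lost with an estimated correlation (adjusted p = 0.518). Of 16 genes of oxidative stress, 4 were higher and 3 were lower, with the same counts when adjusted over the list alone. *Gclc*, of glutathione synthesis, rose 2.99-fold, and the catalase gene *Cat* fell from 489.8 ± 113 to 160.4 ± 8.90 CPM (SD, n = 3 each). Of 18 heat shock protein genes, 9 were higher (10 when adjusted over the list alone) and 3 were lower, *Hsp67Ba*, *Hsp27* and *Hsp23* (the last chosen after its values were seen). Without knockdown replicate 2, 4 were higher, and 0 were higher in edgeR's glmTreat against a log2 fold change of 0.5, where the call of *grp* was also lost. The *Hsp70* genes are near-identical copies.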

We also noted upregulation of several genes associated with proteotoxic and oxidative stress (*Xrp1*, multiple Glutathione S transferases, *AOX1* and specific DNA damage response genes) (Baumgartner et al., 2021). We found the strongest overlap of the *Nup98-96* knockdown signature with a cell competition ‘loser’ gene expression signature (5.67-fold more genes than expected by chance, 316/443 genes; Table S3), which is also known to activate chronic JNK signaling (Kucinski et al., 2017).

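Of 14 genes with reported roles in cell competition, 10 were higher, 2 were lower and 2 were not called, with the same counts when adjusted over the list alone. The paper names 5 of these genes from these libraries, which is not independent evidence, and of the other 9 members 5 were higher and 2 were lower. *hid*, *rpr*, *puc*, *Ilp8* and *upd3* are also in the list of JNK target genes. *puc*, *Ilp8*, *upd3* and *Myc* are also in the list of damaged or regenerating discs. These lists are thus not separate evidence. *Irbp18*, the bZip partner of Xrp1, rose from 11.2 ± 0.134 to 38.9 ± 3.19 CPM (SD, n = 3 each), a log2 fold change of 1.80 (standard error 0.06, adjusted p = 1.76e-06 from edgeR's quasi-likelihood test), and was chosen after its values were seen. The lower members were *fwe*, a gene of cell fitness marking, with a log2 fold change of -0.58, and *spz*, the Toll ligand gene, with -1.50. *Irbp18* and *spz* overlap genes on the other strand. In the camera test the list had an adjusted p = 0.000246, and the call was lost with an estimated correlation (adjusted p = 0.408). In edgeR's glmTreat against a log2 fold change of 0.5 the call of *fwe* was lost. The published loser signature was not analysed here. From its overlap with that signature, the paper proposes that a proximal effect of Nup98 loss could lie in ribosome biogenesis.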

### *Nup98-96* knockdown leads to defects in protein synthesis

The strong overlap of the gene expression changes in *Nup98-96* knockdown with the cell competition ‘loser’ signature suggested to us that a proximal effect of Nup98 loss could be on ribosome biogenesis. We further examined a gene expression signature associated with Xrp1, an AT-Hook, bZip transcription factor that mediates signaling downstream of ribosomal protein mutations and proteotoxic stress (Langton et al., 2021; Lee et al., 2018). We found that a striking proportion of Xrp1 targets (115 of 159 overlapping in our dataset; Table S4) were upregulated when *Nup98-96* was knocked down (Ji et al., 2019). Consistent with a defect in ribosome function, we observed a decrease in protein synthesis when *Nup98-96* was knocked down in wings, as measured by a puromycin-labeling assay (Deliu et al., 2017) (Fig. 4A,B′). 

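Of 85 cytoplasmic ribosomal protein genes, 1 was lower and 3 were higher at the fold threshold, with the same counts when adjusted over the list alone. The lower gene was *RpS19b* (chromosome 3R of BDGP6, 23932729 to 23933530), which fell from 5.62 ± 0.822 to 2.74 ± 0.331 CPM (SD, n = 3 each), 2.05-fold (log2 fold change -1.04, standard error 0.16, adjusted p = 0.00128 from edgeR's quasi-likelihood test). The higher genes were *RpL22-like*, *RpLP0-like* and *RpL24-like* (the last chosen after its values were seen), with log2 fold changes of 1.19, 0.61 and 0.56. Members were taken by gene symbol, so that these genes, named as like a ribosomal protein, are not shown to encode a part of the ribosome. *RpLP0-like* and *RpL24-like* overlap genes on the other strand, as do *RpL10Ab*, *RpS20* and *Nmd3*. Most other members rose by less than the threshold. With no minimum fold change 70 were higher and 2 lower at an adjusted p under 0.05 from edgeR, and the median log2 fold change was 0.16. *RpL10Ab* was at 1712 ± 17.8 CPM in control and 1877 ± 55.9 CPM in knockdown discs (SD, n = 3 each), and *RpL5* and *RpS20* had log2 fold changes of 0.20 and 0.18. The paper names *RpS19b* and *RpS19a* from these libraries and images the proteins of *RpL10Ab*, *RpS20* and *RpL5*, and of the other 80 members 3 were higher. The list ranked above other genes at an adjusted p = 1.80e-08 in the camera test, and the call was lost with an estimated correlation (adjusted p = 0.600). Of 30 genes of ribosome biogenesis, 10 were higher, with the same counts when adjusted over the list alone, and none was lower by edgeR, DESeq2 or voom (0 with a negative log2 fold change at an unadjusted p under 0.05). With no minimum fold change 30 were higher. Whether a difference in developmental stage between the groups, raised below for ecdysone response genes, contributes to these shifts was not tested. *eIF6*, which keeps the large subunit from joining the small one, rose 2.76-fold, the kinase gene *RIOK1* rose 2.41-fold, and *Nmd3*, the export adaptor of the large subunit, rose from 44.3 ± 2.47 to 76.2 ± 2.42 CPM (SD, n = 3 each). The camera test gave an adjusted p = 8.08e-09, lost with an estimated correlation (adjusted p = 0.518), and glmTreat against a log2 fold change of 0.5 called 6 higher. Of 72 mitochondrial ribosomal protein genes, none was higher by edgeR, DESeq2 or voom (19 with a positive log2 fold change at an unadjusted p under 0.05), and none was lower by edgeR, DESeq2 or voom (4 with a negative log2 fold change at an unadjusted p under 0.05).

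**Figure D3:**
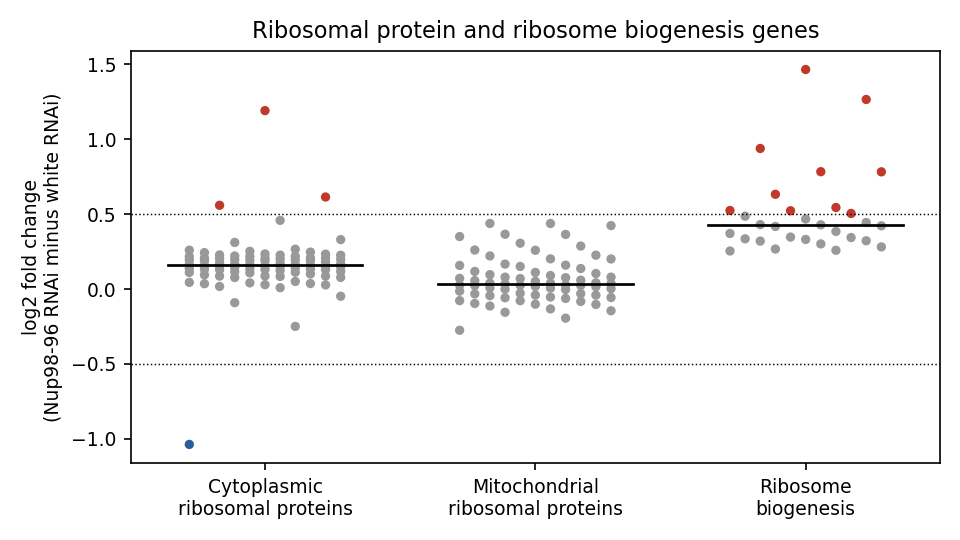
Log2 fold change (*Nup98-96* RNAi minus *white* RNAi) of each tested gene of the 3 lists, with genes called higher in red, called lower in blue and not called in grey. Bars are list medians, 0.16 for cytoplasmic ribosomal proteins, 0.04 for mitochondrial ribosomal proteins and 0.43 for ribosome biogenesis, and dotted lines mark the fold threshold of 0.5.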

We did not observe downregulation of any ribosomal proteins in our RNAseq dataset, with the exception of a 2-fold decrease in *RpS19b*, which is a non-Minute, duplicated ribosomal protein gene with tissue-specific expression (Marygold et al., 2007). Any effects on *RpS19b* levels are likely buffered by its paralog *RpS19a*, which exhibits much stronger expression in larval wings and was unchanged by *Nup98-96* knockdown (Brown et al., 2014).

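*RpS19a* was at 1272 ± 18.3 CPM (SD, n = 3) in control discs and 1379.7 ± 42.4 CPM (SD, n = 3) in knockdown discs, a log2 fold change of 0.12 (standard error 0.03, adjusted p = 0.0131 from edgeR's quasi-likelihood test) below the fold threshold of 0.5. The mean of *RpS19b* was 5.62 CPM in the same control libraries, and reads of the paralogs may be split between them.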

**Fig. 4.**
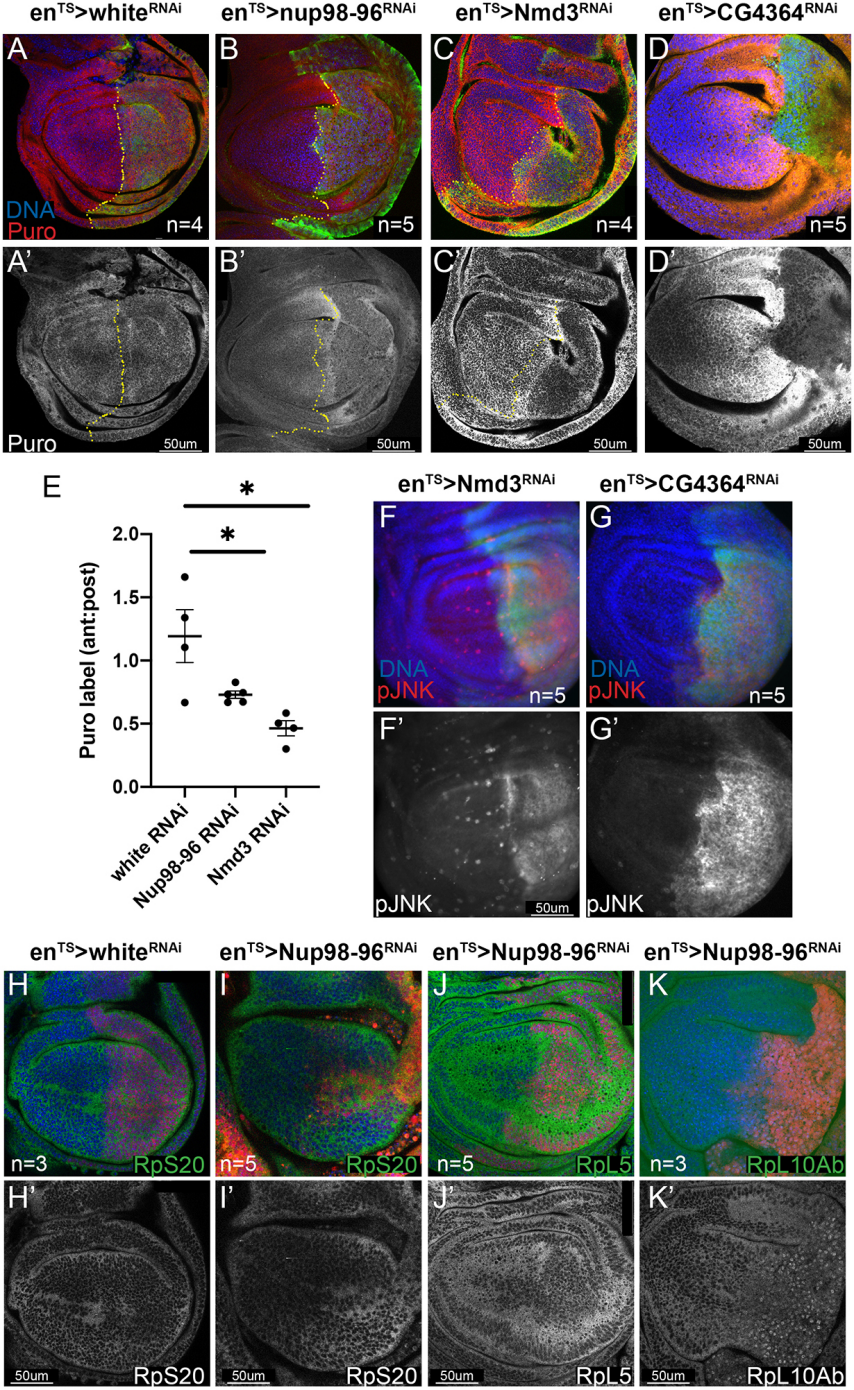
**Knockdown of Nup98-96 leads to ribosomal protein mislocalization and compromised protein synthesis.** (A-D′) Using *en^TS^*, the indicated *UAS*-RNAis were expressed in the posterior wing disc for 72 h prior to dissection of wandering L3 larvae and labeled for protein synthesis using O-propargyl-puromycin (puro) incorporation. Puro labeling experiments in discs were performed at multiple time points (10-20 min); data from one experiment with 12 min of labeling are shown. (E) The ratio of anterior:posterior puro-labeling is used to normalize for puro incorporation. *Nup98-96* and *Nmd3* knockdown reduced puro labeling (*P<0.05; unpaired Student's *t*-test). (F-G′) Knockdown of *Nmd3* or *CG4364* (Pescadillo homolog) for 48 h in the posterior wing disc using *en^TS^* activated JNK signaling. (H-K′) Using *enRFP*^TS^, the indicated *UAS*-RNAis were expressed for 72 h in backgrounds expressing GFP or YFP protein traps for the indicated Rp subunits. (K) RpL10Ab-YFP shows aberrant nuclear enrichment when Nup98-96 is knocked down. Plots of individual biological replicates include mean±s.e.m. Scale bars: 50 μm.

Nups play a key role in the nuclear export of ribosomal subunits in cooperation with the exportin chromosomal region maintenance 1 (CRM1; also known as Emb, exportin-1 or XPO1), which binds to nuclear export sequences to facilitate export of cargo proteins (Gleizes et al., 2001; Johnson et al., 2002; Moy and Silver, 2002; Oeffinger et al., 2004). We wondered whether the proximal defect in *Nup98-96* knockdown tissues might be defects in nuclear export of ribosomal complexes. First, we examined whether our partial knockdown of Nup98-96 function by RNAi was sufficient to disrupt nucleo-cytoplasmic localization, because previous work had suggested that knockdown of *Nup98-96* transcripts in *Drosophila* S2 cells did not produce such defects (Sabri et al., 2007). We confirmed that, by 52 h of knockdown with *en^TS^ in vivo*, we could easily visualize defects in nuclear localization of a ubiquitously expressed RFP with a nuclear localization signal (NLS), and, by 72 h of knockdown, nuclear localization of NLS-RFP was dramatically reduced (Fig. S4A). We next confirmed that knockdown of an essential component of the nuclear export machinery for ribosome subunits, *Nmd3* (Ma et al., 2017), also effectively reduced protein synthesis (Fig. 4C,C′). As a positive control, we also knocked down *CG4364*, the fly homolog of the pre-rRNA processing component Pescadillo (Lapik et al., 2004) (Fig. 4D-E). Inhibition of ribosome export machinery and pre-rRNA processing were both sufficient to induce strong phosphorylation of JNK (Fig. 4F-G′) in the wing disc.

Ribosome large and small complexes are exported from the nucleus separately as assembled pre-ribosomal particles and must associate with cytoplasmic maturation factors to exchange specific components to form mature functional ribosomes (Lo et al., 2010). We screened through collections of endogenously tagged Rp subunits and found that RpL10Ab, but not other Rp subunits (RpS20 and RpL5), were mislocalized when *Nup98-96* was knocked down (Fig. 4H-K′). Interestingly, the defect in RpL10Ab localization was nuclear retention, the opposite of the effect of *Nup98-96* knockdown on NLS-RFP. RpL10Ab (also called L10a or uL1) is required to associate with Nmd3 for efficient pre-60S nuclear export (Musalgaonkar et al., 2019). Normally, RpL10Ab is translated in cytoplasm, localized to the nucleolus for assembly into the pre-60S complex and then exported bound to the Nmd3 adaptor. The nuclear retention of RpL10Ab upon *Nup98-96* knockdown was initially puzzling as the other RpL subunits examined did not exhibit similar localization defects. However, recent work has revealed that, in mammals, RpL10A is associated with a subset of specialized ribosomes and is not found in all 60S complexes (Shi et al., 2017). We suggest that knockdown of *Nup98-96* partially compromises protein synthesis by inhibiting proper cytoplasmic translocation of a subset of pre-60S subunits that are RpL10Ab associated. Importantly, *RpL10Ab* is not a Minute gene (Marygold et al., 2007), possibly because it is a sub-stoichiometric ribosome component. Consistent with this, we do not recover significant overlap with the proteasomal stress portion of the ‘loser’ gene expression signature when Nup98-96 is compromised (Baumgartner et al., 2021), again suggesting that protein synthesis is only partially reduced when Nup98-96 function is compromised.

### *NUP98-96* knockdown in human cells leads to defects in protein synthesis and JNK activation

As described in the Introduction, there is abundant evidence that loss of Nup98-96 function might contribute to tumorigenesis. We wondered whether inhibition of Nup98-96 in mammalian cells would also impact protein synthesis and JNK signaling as we observe in *Drosophila*. Of note, a screen for factors involved in ribosome biogenesis in HeLa cells identified several Nups containing FG repeats, including Nup98 as hits involved in pre-60S export, suggesting that Nup98 effects on protein synthesis will be broadly conserved (Wild et al., 2010). We used siRNA to *NUP98-96* in MCF7 breast cancer cells and PC3 prostate cancer cells for 72 h and compared effects on Nup98 protein levels, protein synthesis and pJNK to a control scrambled siRNA. We found that siRNA to *NUP98-96* was sufficient to reduce protein synthesis and increase phosphorylation of JNK in both cell types (Fig. 5A-H′; Fig. S5).

**Fig. 5.**
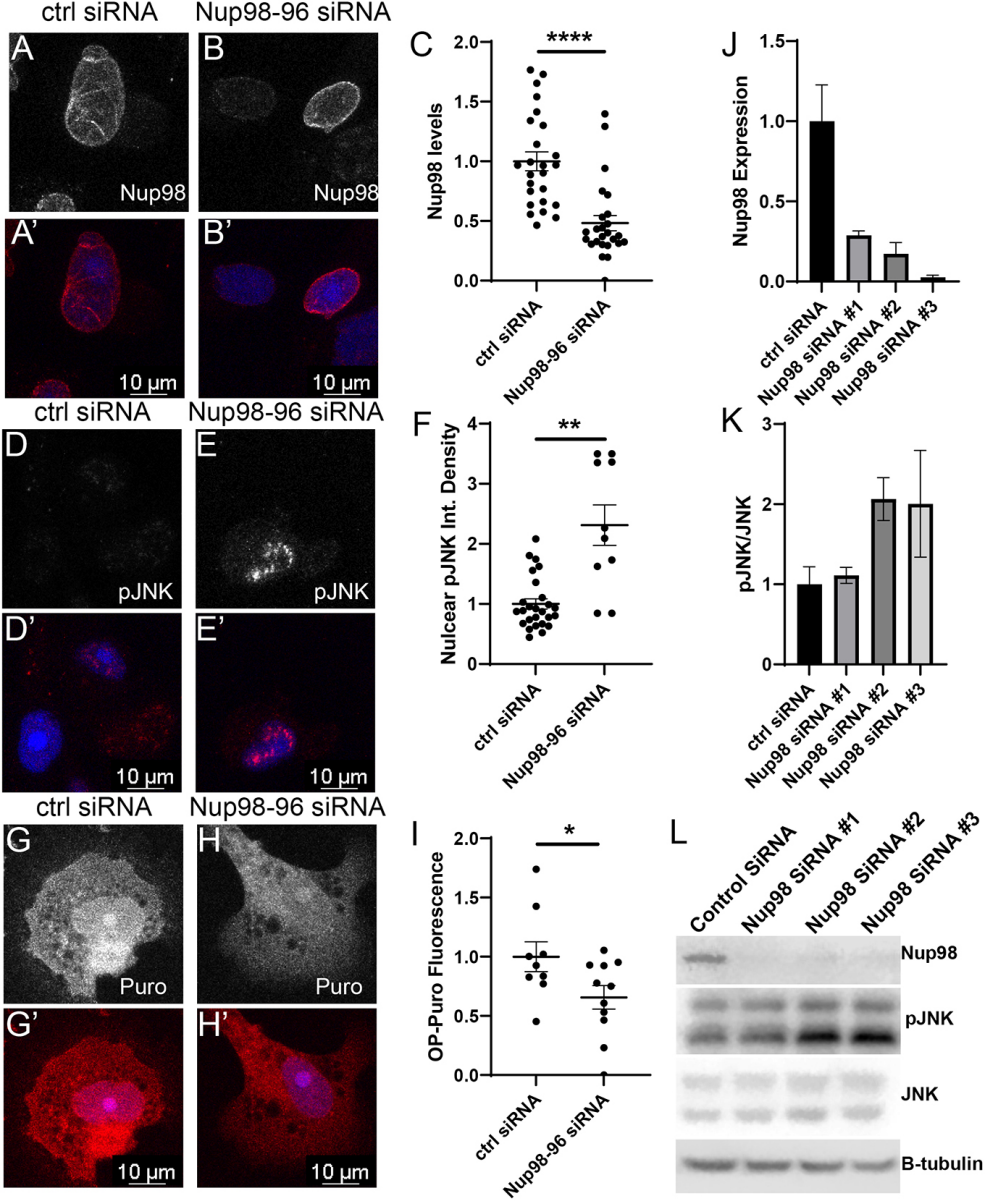
**Knockdown of Nup98-96 in human cells leads to reduced protein synthesis and JNK signaling.** (A-B′,D-E′,G-H′) PC3 cells were treated with small interfering (si)RNAs for 72 h, and cells were either fixed and stained with anti-Nup98 antibody (A-B′) or pJNK (D-E′), or labeled with puro for 12 min (G-H′). Control siRNA (ctrl) is a scrambled siRNA. (C,F,I) *NUP98* siRNA reduces Nup98 levels (C) as well as reduces protein synthesis (F) and increases pJNK labeling (I). (J-L) Western blot analysis of PC3 cells treated with Ctrl and *NUP98* siRNAs (L) shows that *NUP98* siRNAs reduced the protein level of Nup98 (J) as well as increased phosphorylated JNK (K). Quantifications of fluorescence were performed on individual cells from three replicates from at least two independent experiments. Plots of individual biological replicates include mean±s.e.m. Quantifications for the western blots were done in triplicate for three different sets of siRNAs (*P<0.05, **P<0.01, ****P<0.0001; unpaired Student's *t*-tests; F uses Welch's correction for unequal sample size). Scale bars: 10 μm.

### Overexpression of Nup98 leads to defects in protein synthesis and JNK activation

Most of the attention on Nup98 translocations in cancer has focused on overexpressing Nup98 fusion partners. However, when overexpressed, Nup98 has been shown to behave as dominant negative and to disrupt the nuclear envelope and nuclear transport (Fahrenkrog et al., 2016; Mendes et al., 2020), possibly by forming phase-separated aggregates outside the nuclear pore (Ahn et al., 2021; Schmidt and Gorlich, 2015). We noted that Nup98 overexpression in the posterior wing disc reduced tissue size and, in severe cases, disrupted pattering (Fig. 6A-F). We therefore examined whether Nup98 overexpression in the *Drosophila* wing disc mimicked aspects of Nup98-96 inhibition, as described for other *Drosophila* tissues (Pascual-Garcia et al., 2014). Overexpression of a strong *UAS-Nup98* cDNA construct (2F) reduced nuclear localization of an NLS-tagged RFP, resulting in increased cytoplasmic accumulation and a reduced nuclear:cytoplasmic ratio (Fig. 6G-K). Overexpression of a *UAS-Nup98* cDNA construct was also sufficient to increase cell death and activate JNK signaling in the posterior wing disc (Fig. 6I-J′), and overexpression of both *UAS-Nup98* and *UAS-Nup96* or *UAS-Nup98* alone (2F) reduced protein synthesis levels (Fig. 6L-N′). We suggest that Nup98-96 acts as a ‘goldilocks’ gene (Braune and Lendahl, 2016), where too much or too little activity leads to chronic stress signaling and increased cellular turnover, potential hallmarks of tumorigenesis. This complication might explain why this locus is particularly prone to misregulation by translocations in cancer, which would reduce Nup98-96 normal functions and simultaneously provide additional Nup98-containing fusion proteins.

**Fig. 6.**
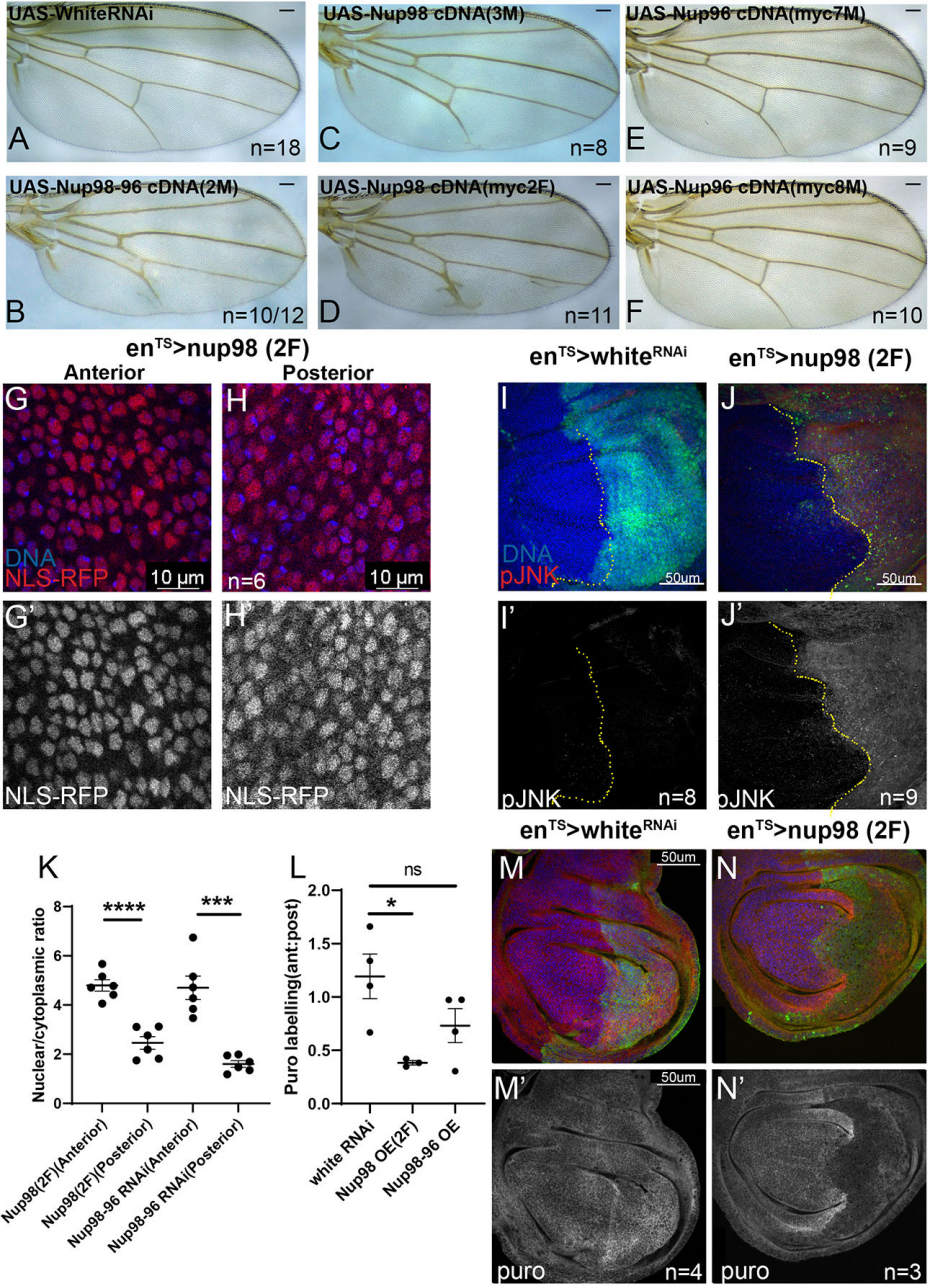
**Overexpression of Nup98 disrupts protein synthesis and activates JNK signaling.** (A-F) Using *en^TS^*, the indicated *UAS*-cDNA constructs were expressed in the posterior wing from mid-L2 and adult wings were mounted. Overexpression of Nup96 had no effect on the posterior wing, while overexpression of Nup98 or Nup98-96 reduced posterior wing size and disrupted vein patterning. Scale bars: 100 μm. (G-H′) Using *en^TS^*, a ubiquitous RFP-NLS was expressed with *UAS-Nup98* 2F for 24 h. The nuclear:cytoplasmic ratio for RFP-NLS was quantified and shown for the anterior wing disc (no Nup98 expression) and posterior wing disc (Nup98 overexpression). Ratios are also provided for *Nup98-96* RNAi (from Fig. S4) for comparison. Scale bars: 10 μm. (I-J′) Using *en*^*TS*^, *Nup98-96* cDNA was expressed in the posterior wing disc for 72 h prior to dissection of wandering L3 larvae and labeling with pJNK. UAS-*white* RNAi serves as a negative control, showing that endogenous pJNK at this stage is very low. Scale bars: 50 μm. (K-N′) Using *en^TS^*, the indicated *UAS*-cDNA or RNAi was expressed for 72 h prior to dissection and labeling with puro to measure protein synthesis. Overexpression of Nup98 2F reduced protein synthesis in the posterior disc, while Nup98-96 overexpression had a milder effect (ns, not significant; *P<0.05, ***P<0.005, ****P<0.0001; unpaired Student's *t*-test). Plots of individual biological replicates include mean±s.e.m. Scale bars: 50 μm

## DISCUSSION

### Partial Nup98-96 loss of function leads to paradoxical increases in cell cycling and cell death accompanied by reduced protein synthesis

Protein synthesis and the cell cycle are usually coupled by pathways such as insulin and TOR signaling as well as growth and cell cycle checkpoints, which promote or limit cell cycle progression and protein synthesis coordinately (Grewal, 2009; Lockhead et al., 2020; Romero-Pozuelo et al., 2017, 2020). Here, we describe a seemingly paradoxical situation in which protein synthesis and the cell cycle are effectively uncoupled. When Nup98 and Nup96 are partially compromised, cells with reduced protein synthesis cycle more and even bypass developmentally induced G1 arrests. This is accompanied by high levels of chronic JNK signaling and induction of apoptosis, along with expression of genes involved in tissue regeneration and compensatory proliferation. When apoptosis is blocked using the caspase inhibitor P35, tissue overgrowth and mispatterning results, reminiscent of tumorigenesis. We propose that mutations or gene expression changes that reduce Nup98 and Nup96 function, in the presence of apoptosis suppression, can contribute to tumorigenesis. This may help to explain contexts of Nup98 and/or Nup96 loss that could predispose for cancer (Franks and Hetzer, 2013; Simon and Rout, 2014; Singer et al., 2012).

The phenotype we describe here for *Nup98-96* inhibition is strikingly similar to that recently described for a ribosomal protein mutant, when cell death is blocked (Akai et al., 2021). When we examined the gene expression signature in response to reduced *Nup98-96*, we observed a strong overlap with conditions of reduced protein synthesis caused by stoichiometric imbalances in ribosomal proteins (Kucinski et al., 2017; Lee et al., 2018). We suggest that this effect of *Nup98-96* inhibition is due to defects in nucleo-cytoplasmic transport of RpL10A, although we cannot rule out that localization of other ribosomal proteins may also be affected. Because the defect is in RpL10A localization, rather than levels, we were unable to rescue the *Nup98-96* knockdown phenotypes with RpL10A overexpression. On the contrary, we observed several stress signaling phenotypes when we overexpressed RpL10A itself even in a wild-type background, suggesting that RpL10A levels must also be carefully controlled (Chaichanit et al., 2018; Wonglapsuwan et al., 2011). This may be of broader consequence to the *Drosophila* research community because Gal4/*UAS*-driven overexpression of this ribosomal protein is used for translatome profiling through translating ribosome affinity purification (Thomas et al., 2012). Importantly, localization of 40S and 60S subunits is not globally disrupted in our *Nup98-96* knockdown conditions, and protein synthesis is only partially reduced. We suggest that this is because RpL10A is a sub-stoichiometric component of ribosomes and that only the subset of ribosomes containing RpL10A are affected. In mammals, RpL10A-containing ribosomes have been shown to translate genes required for cell survival and are depleted of those required for cell death (Shi et al., 2017). Whether this is the case for *Drosophila* RpL10A-containing ribosomes remains to be determined, although increasing RpL10A expression in *Drosophila* has been shown to affect E-cadherin and InR levels, suggesting that components of these pathways could be regulated by RpL10A levels (Chaichanit et al., 2018).

The effects of reducing *Nup98-96* expression are likely to be pleiotropic, and we cannot rule out the possibility that Nup98 and Nup96 misregulation may also lead to more direct effects on the cell cycle, independent of JNK signaling and reduced protein synthesis. Indeed, when JNK signaling is blocked by a dominant negative, overall compensatory proliferation is significantly reduced, but Nup98-96-reduced tissue still exhibits a slightly higher mitotic index than tissue with normal Nup98-96 levels. This could be, in part, the result of a known Nup98 interaction with the anaphase-promoting complex/cyclosome (APC/C) which leads to aneuploidy when Nup98 levels are reduced (Jeganathan et al., 2006, 2005). This interaction with the APC/C may also explain the disruption of terminal cell cycle arrest caused by reduced Nup98-96, as high APC/C activity promotes proper timing of the final cell cycle (Buttitta et al., 2010; Reber et al., 2006; Ruggiero et al., 2012; Tanaka-Matakatsu et al., 2007). We tested for aneuploidy using flow cytometry on wing discs and did not observe obvious accumulation of aneuploidy when *Nup98-96* is knocked down, either with or without apoptosis inhibition. Alternatively, effects on nuclear export of cell cycle factors or their mRNAs may also contribute to the cell cycle phenotypes (Chakraborty et al., 2008), although we did not find obvious changes in protein levels or dynamics of Cyclins A or B. We also examined whether misregulation of transcriptional targets of Nup98 regulated through off-pore roles may explain the phenotypes we observe, but we did not find significant overlap of genes altered in our *Nup98-96* knockdown with Nup98-bound targets determined by chromatin immunoprecipitation with sequencing (ChIP-seq) in larval brains (Pascual-Garcia et al., 2017) or Nup98-regulated genes identified by RNAseq in S2 cells (Kalverda et al., 2010). We found a mild enrichment (1.43-fold over that expected by chance) in the overlap of genes altered in our *Nup98-96* knockdown with Nup98 ChIP-seq targets in S2 cells (Pascual-Garcia et al., 2017; Table S5). Overall, the previously described wounding/regeneration and ‘loser’ gene expression programs explain nearly half (49.7%) of the gene expression changes we observe in wing discs when Nup98-96 is reduced (Fig. 3), suggesting that these may be the main drivers of the phenotypes we observe.

### Potential for AIP in Nup98 cancers

Blocking apoptosis in cells with inhibited *Nup98-96* leads to phenotypes consistent with sustained AIP, which is thought to contribute to tumorigenesis in epithelia (Fogarty and Bergmann, 2017). Epithelial tumors exhibit wounding phenotypes, chronic inflammation and cell death (Dvorak, 1986; Karin and Clevers, 2016). Chronic AIP leads to sustained proliferation and results in abnormal, hyperplastic overgrowth (Perez-Garijo et al., 2009; Pinal et al., 2018). AIP, therefore, could contribute to overproliferation in epithelial cancers with disrupted *Nup98-96* expression (Perez-Garijo, 2018). AIP has been suggested to occur in colorectal cancer and melanoma (Bordonaro et al., 2014; Donato et al., 2014), both of which have been suggested to exhibit Nucleoporin misregulation (Roy and Narayan, 2019). How this might relate to aberrant signaling in hematological malignancies related to Nup98 misexpression is unclear. It is possible that the effects of Nup98 misregulation impact different tissue types through similar pathways that impinge on distinct downstream target genes in different tissues. For example, expression of a NUP98-HOXA9 fusion in a *Drosophila* model with a normal *Nup98-96* locus leads to hyperplastic overproliferation in hematopoietic tissues but minimal effects in epithelial tissues (Baril et al., 2017), while loss of *Nup98-96* in larval hematopoietic tissues leads to a loss of progenitors, a phenotype also observed upon inhibition of the ribosomal protein RpS8 (Mondal et al., 2014). *NUP98* mutations in leukemias are associated with mutations affecting apoptosis, such as *BCR-ABL*, *NRAS*, or *KRAS* and *ICSBP* (also known as *IRF8*) (Gabriele et al., 1999; Gough et al., 2011; Gurevich et al., 2006; Hu et al., 2016; Slape et al., 2008). Mouse models with Nup98 protein fusions exhibit increased apoptosis (Choi et al., 2008; Lin et al., 2005), and a zebrafish model of NUP98-HOXA9-driven leukemia upregulates Bcl2 to suppress apoptosis (Forrester et al., 2011). In a mouse model of Nup98-HoxD13-driven leukemia, loss of p300 leads to reduced apoptosis and enhanced activation of JAK/STAT signaling, reminiscent of signaling effects we see in AIP (Cheng et al., 2017). In our *Nup98-96* RNAi experiments, we reduced Nup98 protein levels to ∼50-70% of the normal level, consistent with other studies using this RNAi approach (Pascual-Garcia et al., 2014). Our data suggest that this locus can behave as a dominant negative when the Nup98 portion is overexpressed through translocations as well as a haplo-insufficient tumor suppressor in some contexts. We propose that disruption of the *NUP98-96* locus in cancers with or without *NUP98* translocations may contribute to tumorigenesis through aberrant JNK signaling and AIP, in the presence of additional hits that block cell death.

## MATERIALS AND METHODS

### Fly stocks

Fly stocks used are listed in the Supplementary Materials and Methods.

### Immunofluorescence

*Drosophila* samples were fixed in 4% paraformaldehyde/1× PBS solution for 20-30 min, rinsed twice in 1× PBS with 0.1% Triton X-100 detergent (1× PBST). The samples were then incubated in an appropriate dilution of antibodies in PAT [1× PBS+0.1% Triton X-100+1% bovine serum albumin (BSA)] for 4 h at room temperature or overnight at 4°C. The samples were then washed three times for 10 min in 1× PBST and incubated in secondary antibody conjugated with required fluorophore for 4 h in PBT-X+2% normal goat serum (1× PBS+0.3% Triton X-100+0.1% BSA) at room temperature or overnight at 4°C. As a nuclear counterstain, 4′,6-diamidino-2-phenylindole (DAPI) or Hoechst 33258 was used, and samples were mounted on glass slides using 5 µl Vectashield mounting medium (Vector Laboratories). Slides were imaged using a Leica DMI6000 epifluorescence system with subsequent deconvolution or a Leica SP5 confocal microscope.

For PC3 and MCF-7 cells, fixation and washes were performed as described above, except in 12-well dishes or eight-chamber slides, with just 1 h of incubation with primary and secondary antibodies at room temperature. Experiments for each siRNA were performed in triplicate.

Sample sizes are indicted on figures, and penetrance, when not 100%, is indicated as the fraction of individuals showing the phenotype (numerator)/total sample size (denominator). For adult *Drosophila* wings, we mounted only one wing per individual; therefore, the sample number represents biological replicates. For larval experiments, we did not keep track of biological versus technical replicates (e.g. two wings per individual); therefore, *n*-values represent both biological and technical replicates (a maximum of two) processed together. Crosses for several of the experiments were repeated multiple times, or at different time points or with multiple independent RNAi lines, as indicated in the text.

### EdU labeling and pulse-chase assay

Crosses were flipped every day and kept at room temperature (22°C). For EdU labeling in Fig. 1K-L′ (labeling post-dissection), larvae were dissected inverted and incubated in 10 µM EdU prior to fixation and labeling. The post-dissection EdU labeling was performed three independent times with EdU labeling intervals of 2, 5 and 10 min. Data from the 5 min labeling are shown. For the EdU pulse-chase assay, vials with embryos were transferred to 29°C after 2 days. Larvae at mid-L3 (∼66 h after the transfer) were removed from the vials by floating in 30% sucrose/1× PBS solution. The larvae were transferred to a vial with YG food mixed with 100 µM EdU and blue food coloring (to track feeding) at 29°C for 1 h. Larvae with blue abdomens were then transferred to fresh non-EdU food (chase) for 6-8 h at 29°C (equivalent to 7-9 h at 25°C). EdU pulsed-chased wandering L3 larvae were collected, dissected, fixed, and antibody stained for EdU, PH3 and GFP (to mark the A-P compartment boundary). The EdU labeling was performed using a Click it EdU-555 kit (C10338, Invitrogen) following the manufacturer's instructions. The slide was then imaged using confocal microscopy, and the total number of cells positive for both EdU and PH3 were scored and normalized to the total mitotic index. This experiment was replicated three independent times for 6, 7 and 9 h pulse-chase intervals, with at least five animals per replicate. Data for the 7 h replicate are shown.

### Protein synthesis puromycin assay

L3 larvae were dissected in Ringer's solution (Sullivan et al., 2000), and inverted larvae heads containing wing discs were incubated with 20 µm O-propargyl-puromycin (OPP; Invitrogen) in Ringer's solution for 12 min. The sample was then fixed with 4% paraformaldehyde/1× PBS solution for 20 min, and labelled using the Click-it OPP kit (C10457, Invitrogen), following the manufacturer's instructions.

### Antibodies

Antibodies used are listed in the Supplementary Materials and Methods.

### siRNA in mammalian cells

MCF7 cells were a gift from S. Merajver’s laboratory (University of Michigan). PC3 cells were a stable cell line expressing cell cycle reporters hCdt1-mCherry and p27K-mVenus previously described (Takahashi et al., 2019). The cells were grown to 50-70% confluency in a 12-well plate or eight-well chamber slide. The cells were then transfected with 20 nM *Nup98* siRNA or control siRNA using Lipofectamine RNAi MAX (Invitrogen), following the manufacturer's protocol. The cells were incubated with the indicated siRNA for 72 h, then harvested for fixation and staining or lysed for western blotting. siRNAs used were as follows: Silencer Select Negative Control No. 1 (4390843, ThermoFisher Scientific); *Nup98-96* siRNA#1, Silencer Pre-designed siRNA (AM16708, ThermoFisher Scientific); *Nup98-96* siRNA#2, Silencer Select Pre-designed siRNA (4392420, ThermoFisher Scientific); *Nup98-96* siRNA#3, *Nup98* siRNA (sc-43436, Santa Cruz Biotechnology). Cell lines were tested for mycoplasma routinely and were negative in June 2021. PC3 cells were authenticated prior to publication (Takahashi et al., 2019).

### Image analysis and quantification

Image quantification was performed using FIJI. For quantification of DCP1, PH3 or pJNK labeling in Figs 1 and 2, regions of similar size (ROIs) in the anterior and posterior wing disc were hand-drawn using the nuclear (DAPI or Hoechst 33258) staining to indicate tissue boundaries and GFP labeling for compartment boundaries. Integrated density of labeling was normalized to ROI area for *white* RNAi and *Nup98-96* RNAi under conditions blinded to sample identity. Area-normalized integrated density with subtraction of background ROIs outside of the tissue was used for EdU, PH3, Nup98 and puromycin quantification. For ratios in the EdU/PH3 pulse-chase assay, double-labeled cells were counted in each compartment, and the ratio normalized to total mitotic index across wing discs is shown. Each dot in the scatter plot represents an individual wing disc from a different animal (for Figs 1, 2 and 4) or individual cells from experiments performed in triplicate (Fig. 5).

### Mounting and imaging of adult wings

Adult wings were preserved in ethanol, washed in methyl salicylate and mounted in Canada Balsam (Sigma-Aldrich) as described (O'Keefe et al., 2012). Adult wings were photographed under brightfield conditions on a Leitz Orthoplan2 at 5× magnification, using a Nikon DS-Vi1 color camera and Nikon NIS Elements software.

### RNAseq

Experimental animals were of the genotype UAS-P35/w; *ap*-Gal4, UAS-GFP/+; *tub*-gal80^TS^/UAS-*Nup98-96* RNAi TRiP. Control animals were of the genotype UAS-P35/w; *ap*-Gal4, UAS-GFP/+; *tub*-gal80^TS^/UAS-*white* RNAi TRiP. Crosses were performed at room temperature, and embryos were collected within a 12 h window to synchronize developmental staging and shifted to 18°C. Animals were reared in uncrowded conditions (70 larvae per vial). On day 4, animals were transferred to 28°C, and, 72 h later, third instar wing discs were dissected in sterile 1× PBS. We followed a Trizol-based RNA preparation protocol with dounce homogenization of 40 wing discs per sample with three replicated per genotype, as previously described (Flegel et al., 2016).

Using PolyA selection, the University of Michigan's Sequencing Core generated barcoded libraries for each sample and confirmed the quality via the Bioanalyzer and qPCR. Sequencing was performed with the Illumina HiSeq 2000 platform and high-read quality was confirmed using FastQC. Reads were aligned to the BDGP6.82 *D. melanogaster* genome using Rsubread (v1.21.5), with featureCounts resulting in >77% of the reads being successfully assigned to genes (Liao et al., 2014). Counts per million (cpm) were determined with edgeR (v3.13.4), and transcripts with low expression were identified and removed using the data-based Jaccard similarity index determined with HTSFilter (v1.11.0). The cpm were TMM normalized (calcNormFactors), voom transformed (Law et al., 2014) and fitted to a linear model (lmFit), then differential gene expression calls were made with eBayes. The full dataset is available at Gene Expression Omnibus (GEO) (GSE152679). Differentially expressed genes were defined as having a log_2_ fold change of ±0.5 (1.42-fold change) and adjusted *P*-value <0.05 (Table S1). For significance of overlap in differentially expressed genes with other datasets (Fig. 3), hypergeometric probabilities were calculated using the hypergeometric distribution as described (Flegel et al., 2016). For significance of overlap with previously published Nup98 ChIP-seq, our list of differentially expressed genes was compared to lists of genes near Nup98 ChIP-seq peaks and examined for overlap greater than that expected by chance using the hypergeometric distribution.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

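Wing discs of late larvae that expressed RNAi against *Nup98-96* or, as control, against *white*, each with P35, were compared as 3 libraries per group. Library depths are given beside the first result. The authors aligned the reads to BDGP6 with Rsubread, and the deposited table of counts per gene was made with featureCounts without strand, with most reads assigned to genes according to the paper. It holds 17559 genes as whole numbers, not normalized. The submitters' processing notes name edgeR 3.13.4, limma and FastQC.

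The authors' deposited table of comparisons holds log2 fold changes and log2 average expression, p-values with their adjusted values, and limma's moderated t and log-odds scores. The authors made the log2 values, the p-values and the scores by removing genes of low expression with HTSFilter, scaling CPM by TMM, and fitting voom and limma, and the deposited rows are the genes at an adjusted p under 0.05. The average expression in that table lay within 0.000745 of values from voom run on CPM and differed by up to 3.36 from values of voom run on counts. The authors' p-values were used to count their calls and to infer how many genes they tested (7270), and the scores were not used further.

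From the counts, genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM scaling and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper. HTSFilter was not used here, and its Jaccard similarity filter was rewritten with thresholds from 1 to 200 in 100 steps and a loess span of 0.3. The index was highest at the upper end, 200 normalized counts, which left 7942 genes. Gene symbols and positions were taken from a BDGP6 annotation by gene identifier, for 17253 genes, and for 120 more from the authors' deposited table.

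Gene lists of pathways, complexes and other cell types, and the rule for the genes that are named, were fixed before the data were examined. Symbols without a unique match to a gene were left out. Among them was *wg*, written in the lists of wing patterning, regeneration and Notch. Named are the genes that the paper names from these libraries or whose proteins it stains, the DNA polymerase and glutathione S transferase genes, the 10 genes with the highest and the 10 with the lowest log2 fold change among calls whose groups do not overlap and whose mean is at least 5 CPM in a group, and in each list the 2 called members with the highest and the 2 with the lowest. Lists were compared with the other genes by camera in limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. None of the lists that camera placed past the threshold was past it with an estimated correlation, so that the counts of called members are given first. With an estimated correlation the test has few degrees of freedom at 3 libraries per group. A call lost there alone does not decide against a list.

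The tests were run on simulated data, with 200 of 7942 genes changed in the comparison of 3 against 3 libraries. edgeR called 48% of the genes changed by a log2 fold change of 0.5, 90% at 1, 96% at 2 and 100% at 4, with 6 calls among unchanged genes, against 7 for voom and 20 for DESeq2 1.42.0. A true change of 0.5 lies on the fold threshold, so that the 48% does not measure power. The 200 changed genes were as often higher as lower. In the data 2109 genes were called, more of them higher, so that scaling and false calls were not tested in that setting. Alternatives were another scaling (RLE, upper quartile, library size), filterByExpr or no filter on low counts, DESeq2, voom, no minimum fold change, glmTreat, the replicate number as a block, and leaving out each library. The filter with thresholds up to 1000, and voom on CPM together with the Jaccard filter on CPM, were added after the data were seen. Counts of replicate pairs differed by more than sampling noise (chi-square per degree of freedom 16.0 to 166), and all 6 were kept as separate samples. The published signatures and the paper's supplementary gene tables were not used here.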

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

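The tests of exchanged labels and of hairpin reads, and the splits of the libraries for the count of genes, were chosen after the result was seen, and the direction of the test of an earlier stage was taken from differences between controls that had been seen. The other tests were set before their result was seen.

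Genes that the paper does not discuss were among those with the largest differences between the groups. Higher in knockdown discs were *Ir40a* (log2 fold change 8.96), *CG8620* (8.83), *RabX2* (8.21), *lncRNA:CR44111* (8.04), *CadN2* (7.89), *CG14695* (7.70) and *CR10102* (7.51). *CG18063* had no count in the control libraries and was at least 299.8-fold higher against a floor of 3 counts per library (fitted log2 fold change 12.71, which depends on the prior count). The homeobox gene *ftz* had 3 counts over the control libraries, a ratio of 520.1 with an exact 95% counting interval of 177.6 to 2525 (fitted log2 fold change 8.82). Lower in knockdown discs were *Blimp-1* (-9.29), *ImpE2* (-9.11), *Hr3* (-8.45), *CG13023* (-8.26), *Spn100A* (-7.30), *Hr4* (-6.63), *Spn43Aa* (-6.27), *St2* (-6.07), *CG1273* (-6.02) and *CG15894* (-6.01). *CG14695*, *CG13023*, *Hr4* and *Spn43Aa* overlap genes on the other strand, and *Hr3* overlaps another gene. The 5 control counts of *RabX2* all lie in control replicate 3, without which its fitted log2 fold change was 11.91 and depends on the prior count. The log2 fold change of *lncRNA:CR44111* was 8.75 without control replicate 1, and that of *CG15894* was -6.65 without knockdown replicate 3. The call of *Hr3* was lost with voom and limma, at a log2 fold change of -8.26.

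Of 18 genes of the ecdysone response and developmental timing 8 were lower in knockdown discs, among them *Hr3* and *ImpE2*, and 5 were higher. In the camera test the list as a whole was not past the threshold (adjusted p = 0.326). Of the 8 members called lower, 100% were still called lower under each other scaling, and 100% without control replicate 1. The other scalings moved the median log2 fold change of all tested genes only from 0.0014 to -0.0025, 0.036 and 0.025. Members such as *Hr3* and *ImpE2* could not have lost their call by that. Control replicate 1 had the lowest list median of the controls (-0.128 against 0.0758 and 0.0941), so that leaving it out could hardly narrow the difference. Both tests show only that the calls do not rest on the choice of scaling or on that library. A candidate explanation is that knockdown discs were at an earlier developmental stage. Over 7924 tested genes outside the list, the difference of control replicate 1 minus 3 correlated with that of the knockdown mean minus control replicate 2 (Spearman's rho 0.426 across genes, which are not independent replicates, and 0.403 and 0.207 for the other pairings of controls). Transcripts of fat body genes, high in control replicate 1, enter each of these comparisons. The RNAi was driven in dorsal cells, and RNA of undriven cells is part of every library. *ImpE2* (log2 fold change -9.11), *Hr3* (-8.45) and *Hr4* (-6.63) fell further than a loss in driven cells alone could give, if undriven cells express them. Which cells express them was not tested. A direct effect of the knockdown on the other members called lower stays open and untested.

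*Nup98-96* RNA was not lower in the libraries of its knockdown. The paper has other evidence that the RNAi works. It reports lower GFP-tagged Nup98-96 protein with the line from its screen, and rescue of the phenotypes when Nup98 and Nup96 were both expressed again. Exchanged library labels are argued against by *w*, the target of the control RNAi, which was lower in every library labelled *white* RNAi (log2 fold change 0.88). Reads of the RNAi hairpin, or RNA of undriven cells, could keep the gene's count up, and counts over the whole gene (log2 fold change -0.0737) cannot be told apart by origin, since they do not show where in the gene reads lie. No biological explanation was tested.

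Control replicate 1 held 1476 CPM of *Lsp1beta* and 945 CPM of *Lsp1gamma*, larval serum protein genes of the fat body, both chosen after their values were seen. The other 5 libraries held 4.77 to 49.8 CPM of *Lsp1beta* and 3.53 to 8.27 CPM of *Lsp1gamma*.

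The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 2109 genes in edgeR (1 split with as many) and the highest of the others called 0. For the gene lists, the real split put 12 past the threshold in camera and the highest of the others 18, and 6 of the splits had as many or more.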

How the results depend on the processing

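The thresholds up to 1000 in the filter and voom on CPM were chosen after the data were seen. The count of 2109 called genes lay between 2004 and 2230 without a single library, and was 2141 with DESeq2, 2117 with voom, 3017 with filterByExpr, 1495 with glmTreat, 1720 with the wider filter, which left 7088 genes, and 1707 with voom on CPM, for which the filter was also run on CPM and left 7124 genes, 1742 of the 2109 among them. It was 3169 with no filter, where 15021 genes were tested, and 5226 with no minimum fold change. Higher genes numbered 1873 with filterByExpr, 1950 with no filter and 2641 with no minimum fold change, and lower genes 2585 with the last. Of 126 named genes that were called, 104 were called in the same direction under every alternative in which they were tested, and none reversed its direction. Some of them were named for the size of their difference in these libraries, so that these counts do not measure the stability of calls in general. Depth limits genes near 0 in a group, such as *CG18063* with 0 and *ftz* with 3 counts over the controls. Of the gene lists, 12 were past the threshold in camera, 0 with an estimated correlation, 24 with fry and 12 to 14 without a single library. For hinge and notum patterning the estimated correlation (-0.0254) was below the preset 0.01, so that a higher correlation does not account for its lost call. With an estimated correlation camera uses the residual degrees of freedom of the fit, which are few with 3 libraries per group. At a preset correlation it uses degrees of freedom from the number of genes. A call can thus be lost without a high correlation, and a lost call alone does not decide against a list. For the other lists the share of each cause was not tested. Adjusted p with an estimated correlation was 0.399 for JNK target genes, 0.399 for JAK/STAT signaling, 0.399 for wing regeneration, 0.408 for cell competition, 0.757 for DNA replication, 0.518 for DNA damage response, 0.518 for proteasome, 0.600 for cytoplasmic ribosomal proteins, 0.518 for ribosome biogenesis, 0.217 for hinge and notum patterning, 0.518 for myoblast (adepithelial) markers, 0.518 for neuron and muscle markers. Adjusted p with fry, which does not compare a list with other genes, was 0.0116 for JNK pathway, 0.000362 for apoptosis, 0.00216 for G1-S regulators, 0.000137 for glutathione S transferases, 1.89e-05 for oxidative stress, 0.0131 for mitochondrial ribosomal proteins, 0.000122 for wing pouch and margin patterning, 0.0217 for Notch pathway and targets, 0.0380 for ecdysone response and temporal factors, 0.00936 for piRNA pathway and germline, 0.00126 for basement membrane and integrins, 0.00761 for tracheal markers. Camera at the preset correlation put none of these past the threshold. Its adjusted p was 0.4605 for JNK pathway, 0.0785 for apoptosis, 0.0785 for G1-S regulators and 0.0853 for glutathione S transferases. It was 0.298 for mitochondrial ribosomal proteins, 0.3095 for oxidative stress, 0.1205 for wing pouch and 0.385 for Notch. For ecdysone response it was 0.326, for piRNA pathway 0.666, for basement membrane 0.848 and for tracheal markers 0.490. Adjusted p with filterByExpr was 0.0440 for G1-S regulators, 0.0384 for glutathione S transferases, 0.0494 for wing pouch and margin patterning, 0.0763 for neuron and muscle markers. Without a single library the adjusted p of camera ranged from 0.0493 to 0.174 for apoptosis, 0.172 to 0.881 for mitosis, 0.0493 to 0.181 for G1-S regulators, 0.0460 to 0.114 for glutathione S transferases, 0.765 to 0.953 for basement membrane and integrins, 0.314 to 0.678 for fat body markers. The direction turned in camera for mitosis without control replicate 1 (adjusted p = 0.881), basement membrane and integrins without control replicate 1 (adjusted p = 0.909), basement membrane and integrins without control replicate 3 (adjusted p = 0.953), fat body markers without control replicate 1 (adjusted p = 0.314). Genes that were not called and lay near 0 changed sign, with log2 fold changes of -0.0150 for *GstE12* with no filter, 0.0330 for *GstE13* with upper-quartile scaling, 0.0215 for *GstE13* with library size only, 0.0142 for *GstE13* with voom on CPM, and of -0.0154 to 0.0255 for *GstE12*, -0.0317 to 0.0337 for *GstE13*, -0.0620 to 0.10 for *PolD2*, -0.0327 to 0.14 for *PolE1* without a single library. List medians that changed sign were -0.68 for Hox genes with filterByExpr, -1.57 for Hox genes with no filter, and -4.41 to 0.93 for fat body markers without a single library. The log2 fold change of *Nup98-96* lay between -0.0988 and -0.0314 without a single library.

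With the replicate number as a block 2076 genes were called. The correlations of deviations between libraries of the same number were -0.167, 0.000151 and 0.0124, and not every library correlated best with its own number. These values gave no sign that the numbers pair the libraries, and so few of them cannot exclude it.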

Other observations

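Of the tests in this part, voom on CPM, which goes with a filter on CPM, and the wider thresholds of the Jaccard filter were chosen after the result was seen. Of 14 hinge and notum patterning genes, 11 were lower, with the same counts when adjusted over the list alone, and none was higher by edgeR, DESeq2 or voom (1 with a positive log2 fold change at an unadjusted p under 0.05). Of 8 markers of myoblasts, which lie beneath the notum, 5 were lower in the same libraries. *pnr*, a GATA factor gene of the notum, fell from 62.4 ± 2.25 to 16.1 ± 0.547 CPM (SD, n = 3 each), and *toe*, a Pax gene, had a log2 fold change of -1.85 (adjusted p = 3.84e-06 from edgeR's quasi-likelihood test). In the camera test the list ranked below other genes at an adjusted p = 8.94e-06, and the call was lost with an estimated correlation (adjusted p = 0.217). Of 16 genes of the Notch pathway and its targets, 7 were higher, with the same counts when adjusted over the list alone, among them *E(spl)m4-BFM* (3.39-fold) and *E(spl)mgamma-HLH* (2.36-fold), and 1 was lower (*ct*), whose lost calls are given beside the wing patterning genes. In glmTreat 4 were higher. Of 15 genes of the unfolded protein response and ATF4, 6 were lower, with the same counts when adjusted over the list alone, among them the disulfide isomerase gene *Pdi*, which fell from 1866 ± 306 to 709 ± 8.44 CPM (SD, n = 3 each), and *aay* (log2 fold change -1.99), and 3 were higher, among them *Thor*, a translation inhibitor gene (log2 fold change 2.16, and 3.01 without control replicate 1).

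Of 32 proteasome subunit genes, 3 were lower at the fold threshold, *Rpn5*, *Prosbeta3* and *Rpn1* (the last chosen after its values were seen), with the same counts when adjusted over the list alone, and 31 were lower with no minimum fold change. *Rpn5* fell from 308 ± 19.8 to 209 ± 2.19 CPM (SD, n = 3 each), a log2 fold change of -0.55 (standard error 0.05, adjusted p = 0.000104 from edgeR's quasi-likelihood test). The median log2 fold change was -0.36, and none was higher by edgeR, DESeq2 or voom (0 with a positive log2 fold change at an unadjusted p under 0.05). The camera test placed the list below other genes at an adjusted p = 8.08e-09, and the call was lost with an estimated correlation (adjusted p = 0.518). Whether a difference in developmental stage between the groups, raised above for ecdysone response genes, contributes to this shift was not tested. The number lower at the fold threshold was 5 without control replicate 1, 2 without control replicate 2, and 1 without control replicate 3 or knockdown replicate 2 or with upper-quartile scaling, and 0 in edgeR's glmTreat against a log2 fold change of 0.5.

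Of 11 glycolysis genes, 2 were higher, *Ldh* (log2 fold change 1.91) and *PyK* (0.59), and 2 were lower, *Tpi* (-0.54) and *Pfk* (-0.54), with the same counts when adjusted over the list alone, and 0 were lower in glmTreat. Of 13 genes of the piRNA pathway and germline, 4 were higher and 3 were lower, with the same counts when adjusted over the list alone, among them *AGO3* (1.34), *qin* (-1.62) and *aub* (-1.48), and 2 were higher in glmTreat. Of 14 genes of basement membrane and integrins, 4 were higher (5 when adjusted over the list alone) and 4 were lower, with *Ndg*, the nidogen gene, at a log2 fold change of 3.88 and *Mmp2* at -1.68. Neither of the 2 tested Hox genes was called by edgeR, DESeq2 or voom (1 had a positive log2 fold change at an unadjusted p under 0.05), 1 was higher with upper-quartile scaling or without knockdown replicate 2, and 3 were lower with filterByExpr or no filter, which tested more of them. Of 13 antimicrobial peptide genes found in the count table, 0 passed the filter on low counts. *Ndg*, *Mmp2*, *qin* and *aub* overlap genes on the other strand. *Arc1*, chosen after its values were seen, rose from 16.0 ± 0.455 to 2767 ± 185 CPM (SD, n = 3 each).

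Markers of other cell types moved in different directions. The 5 lower myoblast markers, with the same counts when adjusted over the list alone, included *Him* (log2 fold change -1.54) and *kon* (-1.38, overlapping a gene on the other strand), and of the 8 markers none was higher by edgeR, DESeq2 or voom (1 with a positive log2 fold change at an unadjusted p under 0.05). The list ranked lower in camera at an adjusted p = 0.0194, lost with an estimated correlation (adjusted p = 0.518). Of 6 neuron and muscle markers, 5 were higher, with the same counts when adjusted over the list alone, with *Mhc*, the myosin heavy chain gene, at a log2 fold change of 3.75 (4.80 without control replicate 1) and *up*, a troponin gene, at 2.61, and none was lower by edgeR, DESeq2 or voom (0 with a negative log2 fold change at an unadjusted p under 0.05). The number higher was 3 with voom on CPM or Jaccard thresholds up to 1000, whose filters removed *up*. That list ranked higher in camera at an adjusted p = 0.0196, lost with an estimated correlation (adjusted p = 0.518). Of 7 tracheal markers, 3 were higher, among them *Gasp* (0.98), and 4 were lower, among them *dysf* (-1.74), with the same counts when adjusted over the list alone. Of 6 hemocyte markers, 2 were lower, *srp* (-2.27, overlapping a noncoding RNA gene) and *eater* (-1.24), with the same counts when adjusted over the list alone, and 1 was lower without control replicate 2, knockdown replicate 1 or knockdown replicate 2, in glmTreat or with the replicate number as a block. The number was 3 with DESeq2, with voom or without knockdown replicate 3, 4 with filterByExpr, 5 with no filter and 0 with voom on CPM or the wider Jaccard thresholds, whose filters removed *srp* and *eater*, and 1 was higher without knockdown replicate 2. Of 7 fat body markers, 1 was lower, *Fbp1* (-4.44, and -1.93 without control replicate 1), and 0 when adjusted over the list alone, 4 were higher without control replicate 1, 5 were lower without control replicate 2 or 3, and 0 without any single knockdown replicate, in glmTreat or with voom. The call of *Fbp1* was also lost with the replicate number as a block (-2.85) and with voom on CPM (-2.99). Of 6 salivary gland markers, none was lower by edgeR, DESeq2 or voom (0 with a negative log2 fold change at an unadjusted p under 0.05), and 5 were lower without knockdown replicate 2. Of 3 genes that differ between male and female larvae, 1 was higher (*msl-2*, which overlaps a microRNA gene, log2 fold change 0.54), with the same counts when adjusted over the list alone, 0 without control replicate 1 or 2 or knockdown replicate 2 or in glmTreat, 2 with voom or with upper-quartile scaling or library size only, and 3 without control replicate 3.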
